# IL-1B drives opposing responses in primary tumours and bone metastases; harnessing combination therapies to improve outcome in breast cancer

**DOI:** 10.1038/s41523-021-00305-w

**Published:** 2021-07-21

**Authors:** Claudia Tulotta, Diane V. Lefley, Charlotte K. Moore, Ana E. Amariutei, Amy R. Spicer-Hadlington, Lewis A. Quayle, Russell O. Hughes, Khawla Ahmed, Victoria Cookson, Catherine A. Evans, Jayakumar Vadakekolathu, Paul Heath, Sheila Francis, Emmanuel Pinteaux, A. Graham Pockley, Penelope D. Ottewell

**Keywords:** Breast cancer, Tumour immunology

## Abstract

Breast cancer bone metastasis is currently incurable, ~75% of patients with late-stage breast cancer develop disease recurrence in bone and available treatments are only palliative. We have previously shown that production of the pro-inflammatory cytokine interleukin-1B (IL-1B) by breast cancer cells drives bone metastasis in patients and in preclinical in vivo models. In the current study, we have investigated how IL-1B from tumour cells and the microenvironment interact to affect primary tumour growth and bone metastasis through regulation of the immune system, and whether targeting IL-1 driven changes to the immune response improves standard of care therapy for breast cancer bone metastasis. Using syngeneic IL-1B/IL1R1 knock out mouse models in combination with genetic manipulation of tumour cells to overexpress IL-1B/IL1R1, we found that IL-1B signalling elicited an opposite response in primary tumours compared with bone metastases. In primary tumours, IL-1B inhibited growth, by impairing the infiltration of innate immune cell subsets with potential anti-cancer functions but promoted enhanced tumour cell migration. In bone, IL-1B stimulated the development of osteolytic metastases. In syngeneic models of breast cancer, combining standard of care treatments (Doxorubicin and Zoledronic acid) with the IL-1 receptor antagonist Anakinra inhibited both primary tumour growth and metastasis. Anakinra had opposite effects on the immune response compared to standard of care treatment, and its anti-inflammatory signature was maintained in the combination therapy. These data suggest that targeting IL-1B signalling may provide a useful therapeutic approach to inhibit bone metastasis and improve efficacy of current treatments for breast cancer patients.

## Introduction

Breast cancer (BC) is the second most common cancer worldwide (2.26 million cases in 2020), accounting for 685,000 deaths (https://www.who.int/news-room/fact-sheets/detail/cancer, 2020). The majority of cancer-related deaths result from tumours spreading to distal sites after which point the disease is currently incurable.

Bone is the most common metastatic site in BC—75% of patients with late-stage BC experience recurrence in bone—followed by lung, liver and brain^1–3^. Once tumour cells disseminate in bone they enter state of dormancy before cell-autonomous mechanisms and cellular interactions with the bone microenvironment stimulates proliferation and development of overt metastases^4–7^. The role of the immune system in controlling metastatic tumour cell dormancy in bone remains to be explored^8^. As current treatments for metastatic breast cancer are predominantly palliative, there is an urgent clinical need to identify new biomarkers of metastatic BC and to develop more effective therapies^9^.

We recently identified the pro-inflammatory cytokine Interleukin-1B (IL-1B) as a marker of breast cancer bone metastasis and showed that pharmacological targeting of IL-1B or its receptor (IL1R1) impairs bone metastasis^10–13^. We and others have previously shown that tumour-derived IL-1B drives EMT^11,14^. We suggested that inhibition of IL-1B using Canakinumab supports an epithelial rather than a mesenchymal phenotype thus, favoring tumour proliferation while inhibiting EMT and therefore metastasis^11^.

The tumour cell is not the only source of IL-1B; cells in the microenvironment, including immune cells, endothelial cells, osteoblasts and bone marrow cells produce IL-1B. The arrival of tumour cells in bone triggers further production of IL-1B from tumour cells as well as IL-1B release from cells within the bone marrow^11^. This microenvironmental increase in IL-1B promotes metastatic colonisation of bone via Wnt signalling^15^ as well as stimulating expansion of the bone metastatic (osteoblastic and vascular) niches^11^. Moreover, IL-1B produced by macrophages infiltrating the primary tumour, initiates a systemic neutrophilic inflammatory response that ultimately results in CD8^+^ T cell inhibition, immunosuppression and metastasis to the lungs^16,17^.

Since IL-1B causes immunosuppression^18^, inhibition of this cytokine in combination with immunotherapies has been found to promote anti-tumour immunity and impair primary tumour growth^19^. Therefore, administration of anti-IL-1 therapies in combination with immune-stimulatory drugs may provide effective therapeutic options for patients with breast cancer. The chemotherapeutic compound Doxorubicin is an anthracycline commonly used to treat breast cancer and bone metastasis. This drug stops tumour proliferation by targeting the topoisomerase 2 enzyme and induces inflammatory cell death (ICD)^20,21^ leading to infiltration of immune cells.

In addition to chemotherapy, breast cancer bone metastases are commonly treated with zoledronic acid. We have previously shown that combining doxorubicin with zoledronic acid synergistically increases the anti-tumour effects of doxorubicin when given in sequence^22–24^. When translated into the clinic, adding zoledronic acid to standard of care in an adjuvant setting reduced bone metastases in all patient groups. However, this combination only had life prolonging benefits in women with established menopause by reducing tumour recurrence in any tissue. In pre-menopausal women, the same treatment resulted in increased development of soft tissue metastasis^25^. Interestingly, patients who did worse with this combination treatment had higher levels of IL-1B in their primary tumours than those that responded well^11^. It is therefore possible that adding anti-IL-1 treatment to doxorubicin and zoledronic acid may increase the anti-metastatic effects of these drugs in a pre-menopausal setting.

In the current study, we investigate how IL-1B from different environments influences immune cell abundance, driving primary tumour growth and bone metastasis and whether this has an effect on the response to standard of care therapies. We hypothesise that combining doxorubicin and zoledronic acid with anti-IL-1 treatments may increase the therapeutic effects of standard of care by increasing tumour cell killing at both primary and metastatic sites. We found that both tumour and microenvironment-derived IL-1B drive the infiltration of immune cells which may harbour anti-tumour functions in breast primary tumours, however, in bone, IL-1B supports metastasis formation. By maintaining its anti-inflammatory effect, anti-IL-1 therapy leads to increased efficacy of standard of care treatment for bone metastasis. Our new data strongly suggest that adding anti-IL-1 treatment to standard of care therapy is a potential effective treatment for patients with breast cancer.

## Results

### Microenvironment-derived IL-1B controls primary breast tumour development

We previously showed that pharmacological inhibition of IL-1B signalling using the IL-1Ra, Anakinra, did not affect the growth of the primary tumour, whereas treatment with an anti-IL-1B antibody, Canakinumab, increased proliferation. Since pharmacological treatments can equally affect the tumour as well as the stroma and previous experiments had used immune-compromised mice, we next addressed the contribution of microenvironment-derived IL-1B on primary tumour growth and immune response to breast cancer in orthotopic models. To model a microenvironment in which IL1R1 or IL-1B is absent, mice with a ubiquitous IL1R1 KO (K14Cre; Il1r1^fl/fl^)^26,27^ or IL-1B KO (PGKCre; Il1b^fl/fl^) (Supplementary Fig. 1) were used along with correspondent IL1R1^fl/fl^ or IL-1B^fl/fl^ mice as control. In these models, we found that inhibition of IL1R1 did not affect primary tumour growth (Fig. 1a, b), whereas inhibition of IL-1B resulted in increased primary tumour growth (Fig. 1c, d), therefore recapitulating the effect that we had previously seen following pharmacological inhibition of IL-1B signalling^11^.

**Fig. 1:**
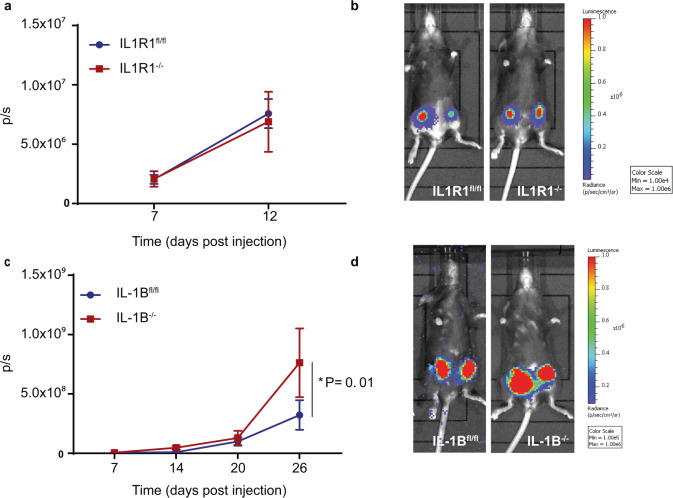
Depletion of IL-1B but not IL1R1 from the microenvironment promotes primary tumour growth. **a** Quantification (photons/sec (p/s)) of primary tumour growth in IL1R1^fl/fl^ (*n* = 8 primary tumours from *n* = 4 mice) and IL1R1^−/−^ (*n* = 8 primary tumours from *n* = 4 mice) mice up to 12 days of post-orthotopic injection of E0771-luc2-V5-GFP cells and **b** correspondent micrographs. **c** Quantification (p/s) of primary tumour growth in IL-1B^fl/fl^ (*n* = 7) and IL-1B^−/−^ (*n* = 6) mice up to 26 days of post-orthotopic injection of E0771-luc2- GFP cells and **d** correspondent micrographs. IL-1B^fl/fl^: *n* = 13 primary tumours from *n* = 7 mice (day 7 and 14); *n* = 12 primary tumours from *n* = 6 mice (day 20 and 26). IL-1B^−/−^: *n* = 12 primary tumours from *n* = 6 mice (day 7); *n* = 10 primary tumours from *n* = 6 mice (day 14, 20, and 26). 2.3-fold increase in primary tumour growth in IL-1B^−/−^ mice (7.6 × 10^8^ p/s) compared to IL-1B^fl/fl^ mice (3.2 × 10^8^ p/s) (*P* = 0.01). Data are mean +/− SEM, Two-way ANOVA with Sidak’s post-hoc test.

### Microenvironment-derived IL-1B impairs primary tumour growth whilst recruiting different subsets of innate immune cells

As genetic removal of IL-1B or IL1R1 in syngeneic mouse models or pharmacological suppression of this cytokine/receptor in immune-compromised (T and B cell deficient) mouse strains led to the same effects, we hypothesised that IL-1B controls the growth of the primary tumour independently of the adaptive immune response. We therefore investigated the contribution of IL-1 driven changes in primary tumour growth focusing on infiltration of innate immune cell subsets using immunohistochemistry (IHC). Our data showed that lack of IL-1B resulted in increased primary tumour growth and decreased infiltration of MPO^+^ neutrophils and F4/80^+^ macrophages (Fig. 2a–c). Next, we evaluated the infiltration of specific subsets of iNOS^+^ anti-tumour immune cells (M1-like macrophages)^28^ and CD163^+^ pro-tumour M2-like macrophages^29^. Since M2-like macrophages have pro-angiogenic functions^30^, we stained for CD34^+^ blood vessels within the primary tumour. We found that IL-1B regulates iNOS^+^ immune cell infiltration, without affecting either the accumulation of CD163^+^ immune cells or the growth of tumour-associated CD34^+^ blood vessels (Fig. 2d–g). Furthermore, we observed that iNOS^+^ immune cells localise specifically in viable regions, whereas CD163^+^ M2-like macrophages and MPO^+^ neutrophils were found in areas of necrosis (Fig. 2h–j). IL-1B ablation in the microenvironment removed this spatial bias, resulting in an equal number of iNOS^+^ and CD163^+^ macrophages in both areas of tumour viability and necrosis (Fig. 2k, l). MPO^+^ neutrophils localised in areas of necrosis and their distribution was not altered upon IL-1B ablation in the microenvironment (Fig. 2m). Taken together, these findings suggest that microenvironment-derived IL-1B may control breast primary tumour growth by driving an innate immune response, with potential anti-tumour functions.

**Fig. 2:**
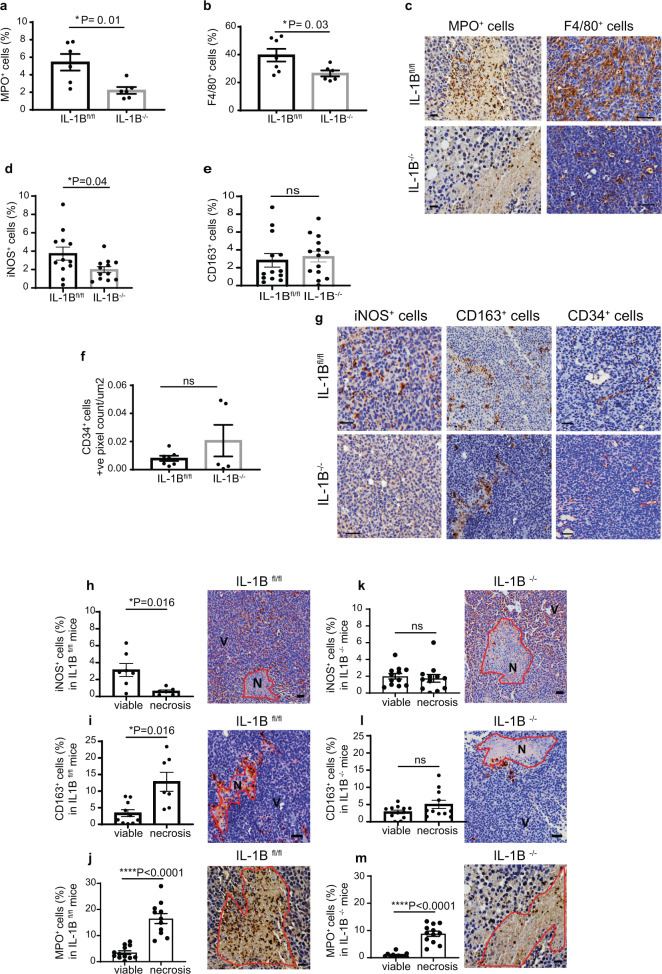
Microenvironment-derived IL-1B drives the infiltration of innate immune cells with putative anti-tumour function and promotes immune cell subset positioning in primary breast tumours. **a** MPO^+^ neutrophils (*P = 0.01) and **b** F4/80^+^ macrophages (*P = 0.03) in the primary tumour of IL-1B^fl/fl^ and IL-1B^−/−^ mice. Each dot represents a tissue section from a primary tumour isolated from each mouse. **c** Representative IHC micrographs of MPO and F4/80 staining. **d** iNOS^+^ (*P = 0.04), **e** CD163^+^ (ns) and **f** CD34^+^ (ns) cells in the primary tumour of IL-1B^fl/fl^ and IL-1B^−/−^ mice. **d**, **e** Each dot represents an inner or outer section from a primary tumour obtained from each mouse. **f** Each dot represents a tissue section from a primary tumour isolated from each mouse. **g** Representative IHC micrographs of iNOS, CD163 and CD34 staining. Data are mean +/− SEM Two-tailed unpaired *t*-test with Welch’s correction. Scale bar: 50 µm. **h** iNOS^+^ cells in viable and necrotic areas of the primary tumour (tissue section from the tumour core) (*P* = 0.016) of IL-1B^fl/fl^ mice determined by IHC. **i** CD163^+^ cells in viable and necrotic areas of the primary tumour (*P* = 0.016) of IL-1B^fl/fl^ mice determined by IHC. **j** MPO^+^ neutrophils in viable and necrotic areas of IL-1B^fl/fl^ (*P* < 0.0001). **k** iNOS^+^ cells in viable and necrotic regions of primary tumours from IL-1B^−/−^ mice. **l** CD163^+^ cells in viable and necrotic areas of primary tumours from IL-1B^−/−^ mice. **m** MPO^+^ neutrophils in viable and necrotic areas of IL-1B^−/−^ (*P* < 0.0001) mice. Data are shown as mean +/− SEM, Two-tailed unpaired *t*-test with Welch’s correction, ns non-significant. Scale bar: 50 µm in **h**, **i**, **k**, **l**. Scale bar: 20 µm in **j** and **m**.

### Tumour-derived IL-1B limits primary tumour development and re-establishes the infiltration of immune cells with potential anti-tumour functions

After addressing the role of stromal-derived IL-1B signalling by using parental E0771 in mice lacking IL-1B or IL1R1, next we investigated whether tumour-derived IL-1B rescues the lack of microenvironment-derived IL-1B. For this, we engineered E0771 to overexpress IL-1B (Supplementary Fig. 2A, C) and performed an orthotopic engraftment in IL-1B^fl/fl^ and IL-1B^−/−^ mice. We found that in IL-1B^−/−^ mice there was a significant reduction in tumour growth compared to IL-1B^fl/fl^ mice (Fig. 3a, b) (for comparison the injection of the parental cell line can be observed in Fig. 1c, d). As tumour-derived IL-1B compensated for the absence of microenvironment-derived IL-1B, we next hypothesised that IL-1B production by tumour cells restores the infiltration of innate immune cells that may harbour anti-tumour functions, resulting in a reduction in primary tumour growth. Therefore, we quantified macrophages and neutrophils in primary tumours overexpressing IL-1B from IL-1B^fl/fl^ and IL-1B^−/−^ mice using IHC. We found an increase in F4/80^+^ macrophages in tumours growing in IL-1B^−/−^ mice in the periphery of the tumour compared to the core of the tumour (Fig. 3c). However, no differences were observed in primary tumours growing in IL-1B^fl/fl^ mice, suggesting that tumour-derived IL-1B induces F4/80^+^ macrophage recruitment (Fig. 3c). We also assessed the infiltration of CD163^+^ macrophages in primary tumours overexpressing IL-1B in IL-1B^fl/fl^ and IL-1B^−/−^ mice. We found an increase in CD163^+^ macrophages in the tumour periphery compared to the tumour core, suggesting increased macrophage recruitment (Fig. 3d). However, no significant difference was observed in CD163^+^ macrophages between tumour core and tumour periphery in IL-1B deficient mice (Fig. 3d). In line with impaired M2-like macrophage infiltration, we observed a decrease in CD34^+^ blood vessels in tumours growing in an IL-1B ablated microenvironment (Fig. 3e). In agreement with our hypothesis that tumour-derived IL-1B drives an anti-tumour response, we quantified the infiltration of neutrophils in primary tumours and found a tendency for an increase in MPO^+^ neutrophils (Fig. 3f). Next, we orthotopically engrafted IL-1B overexpressing E0771 in IL1R1^fl/fl^ and IL1R1^−/−^ mice and hypothesised that IL-1B does not trigger an immune response in an IL1R1 deficient microenvironment. We found that the growth of IL-1B overexpressing primary tumours was increased in IL1R1^−/−^ mice compared to IL1R1^fl/fl^ mice (Fig. 3g–h), suggesting that tumour-derived IL-1B can no longer exert its anti-tumour functions in IL1R1-deficient microenvironments. In conclusion, these data suggest that tumour derived IL-1B activates the innate immune response with potential anti-tumour functions. Both tumour-derived and microenvironment-derived IL-1B promote the infiltration of immune cells that may exert anti-tumour functions, impairing the growth of breast cancer at the primary site.

**Fig. 3:**
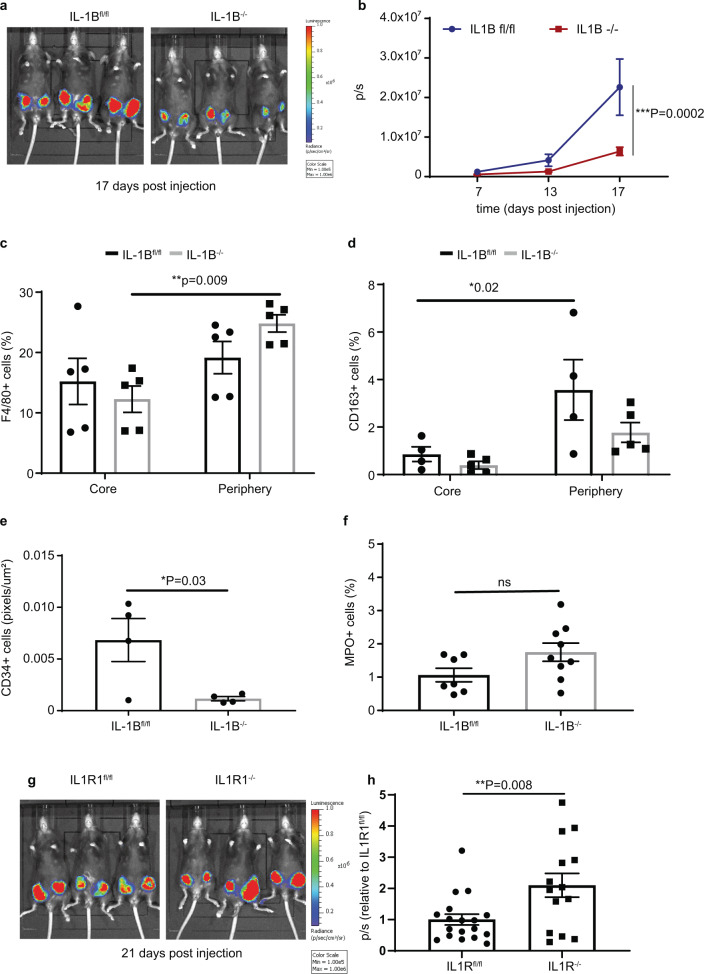
Tumour-derived IL-1B restores the infiltration of innate immune cells that may display anti-tumour functions and inhibits primary tumour growth in an IL-1B deficient microenvironment. **a**, **b** Images and quantification of primary tumour development in IL-1B^fl/fl^ (*n* = 8 primary tumours from *n* = 4 mice) and IL-1B^−/−^ (*n* = 10 primary tumours from *n* = 5 mice) mice after intra-ductal administration of E0771 Luc2 V5 IL-1B-GFP cells. Data are mean +/− SEM, Two-way ANOVA with Sidak’s post-hoc test. **c**, **d** Quantification of F4/80^+^ macrophages (**c**) and CD163^+^ macrophages (**d**) in tumour core and periphery in IL-1B^fl/fl^ and IL-1B^−/−^ mice. Data are mean ± SEM, Two-way ANOVA with Sidak’s post hoc test. **e**, **f** Quantification of CD34^+^ blood vessels and MPO^+^ neutrophils in IL-1B^fl/fl^ and IL-1B^−/−^ mice. Data are shown as mean +/− SEM, Two-tailed unpaired *t*-test. **g**, **h** Images and quantification of primary tumour development in IL1R1^fl/fl^ (*n* = 18 primary tumours from *n* = 9 mice) and IL1R1^−/−^ (*n* = 14 primary tumours from *n* = 7 mice) mice after intra-ductal administration of E0771 Luc2 V5 IL-1B-GFP. Normalised data are shown as mean +/− SEM, Two-tailed unpaired *t*-test.

### Tumour-derived IL-1B signalling supports breast cancer metastasis by enhancing tumour cell motility and inhibiting cell proliferation

We and others have previously shown that tumour-derived IL-1B drives EMT^11,14^. We suggested that inhibition of IL-1B using Canakinumab supports an epithelial rather than a mesenchymal phenotype thus, favoring tumour proliferation while inhibiting EMT and therefore metastasis^11^. In order to address the role of tumour-derived IL-1B signalling in an immune-competent syngeneic model, we orthotopically injected IL1R1-overexpressing E0771 (Supplementary Fig. 2B, D) mouse mammary tumour cells in IL1R1^fl/fl^ and IL1R1^−/−^ mice. In this model, IL-1B signalling is only active in tumour cells. We found that tumour-derived IL1R1 signalling decreased primary tumour growth in microenvironment of IL1R1 deficient mice compared to control IL1R1^fl/fl^ mice (Fig. 4a, b) (for comparison the injection of the parental cell line can be observed in Fig. 1a, b). Moreover, using an MTT proliferation assay we found that tumour cells overexpressing IL1R1 displayed reduced proliferation compared to control cells when stimulated with exogenous IL-1B (Fig. 4c). In contrast, E0771 cells overexpressing IL-1B or IL1R1 were found to be more invasive than control cell line. Moreover, E0771 cells overexpressing IL1R1 were significantly more invasive than cells overexpressing IL-1B (Fig. 4d, e). Taken together, these data suggest that tumour-derived IL-1B signalling, via IL1R1 activation, inhibits primary tumour growth, while enabling tumour invasion.

**Fig. 4:**
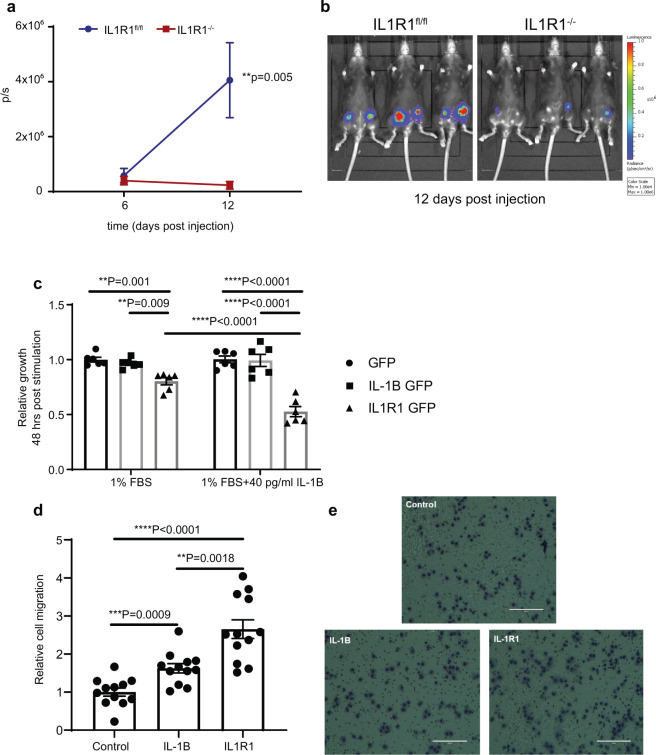
IL-1B signalling enables breast cancer metastasis initiation. **a**, **b** Tumour proliferation after injection of E0771 luc2 V5 IL1R1-GFP cells in IL1R1^fl/fl^ (*n* = 8 primary tumours from *n* = 4 mice) and IL1R1^−/−^ (*n* = 6 primary tumours from *n* = 3 mice) mice. Data are mean +/− SEM, Two-way ANOVA with Sidak’s multiple comparisons test. **c** In vitro relative tumour growth of E0771 luc2 V5 GFP, IL-1B GFP or IL1R1 GFP cells upon stimulation with 40 pg/ml mouse recombinant IL-1B. Data are mean (+/− SEM), Two-way ANOVA with Sidak’s multiple comparison test (*n* = 6 technical repeats from two biological replicates). **d** Transwell cell migration of IL-1B overexpressing (*P* = 0.0009) and IL1R1 overexpressing (*P* < 0.0001) E0771 luc2 V5 cancer cells compared to control GFP-expressing cells (no treatment with exogenous IL-1B). Comparison of cell migration in vitro between E0771 luc2 V5 IL-1B GFP and IL1R1 GFP tumour cells (*P* = 0.0018). Data are mean (+/− SEM) cell number from 4 fields of view derived from three biological experiments (*n* = 12 technical repeats). Two-tailed unpaired *t*-test with Welch’s correction. **e** Representative images of haematoxylin-stained control, IL-1B and IL-1R1 overexpressing cells migrated through the membrane. Scale bar = 200 µm.

### Microenvironment-derived IL-1B enhances breast cancer metastasis in bone

To investigate the effects that microenvironment-derived IL-1B has on breast cancer bone metastasis, E0771 mammary cancer cells were injected into the blood circulation of IL-1B^fl/fl^ and IL-1B^−/−^ mice via intra-cardiac injection. Bone metastasis, as quantified using bioluminescence, was significantly reduced by 95% in IL-1B^−/−^ mice (1.7 × 10^4^ p/s) compared to the IL-1B^fl/fl^ group (3.6 × 10^5^ p/s, *P* = 0.0196) (Fig. 5a, b, and d). In the IL-1B^−/−^ group, 2/9 (22.2%) mice developed bone metastasis, compared to 6/9 (66.7%) mice within the IL-1B ^fl/fl^ group. Osteolytic metastases were observed in IL-1B^fl/fl^ mice using µCT imaging (Fig. 5c), whereas osteolytic lesions were absent in IL-1B^−/−^ mice (Fig. 5e). No significant difference was found in osteoclast and osteoblast activity, when IL-1B^fl/fl^ mice injected with tumour cells were compared with IL-1B^−/−^ (Supplementary Fig. 3). Overt metastases replaced part of the tibial bone marrow in IL-1B^fl/fl^ (Fig. 5f), which was still present in IL-1B^−/−^ mice (Fig. 5g), based on H&E staining. Next, we monitored innate immune cells at this site using multi-colour flow cytometry. We found that a decrease in bone metastases upon depletion of microenvironment-derived IL-1B was accompanied by a significant increase in the proportion of CD45^+^ immune cells (Fig. 5h). The increase in CD45^+^ immune cells was accompanied by an increase in CD45^+^ CD11b^+^ myeloid cells (Fig. 5i), whereas there was no difference in CD45^+^ CD11b^−^ CD11c^−^ lymphoid cells (Fig. 5j). The increase in CD45^+^ CD11b^+^ myeloid cells was reflected by an increase in CD45^+^ CD11b^+^ Ly6G^+^ neutrophils (Fig. 5k), whereas no difference in CD45^+^ CD11b^+^ F4/80^+^ macrophages was observed (Fig. 5l). Together, these data suggest that microenvironment-derived IL-1B promotes breast cancer bone metastasis in vivo. Because IL-1B displays opposite functions in primary breast tumour and bone metastasis, its role in metastatic breast cancer may be tissue-specific.

**Fig. 5:**
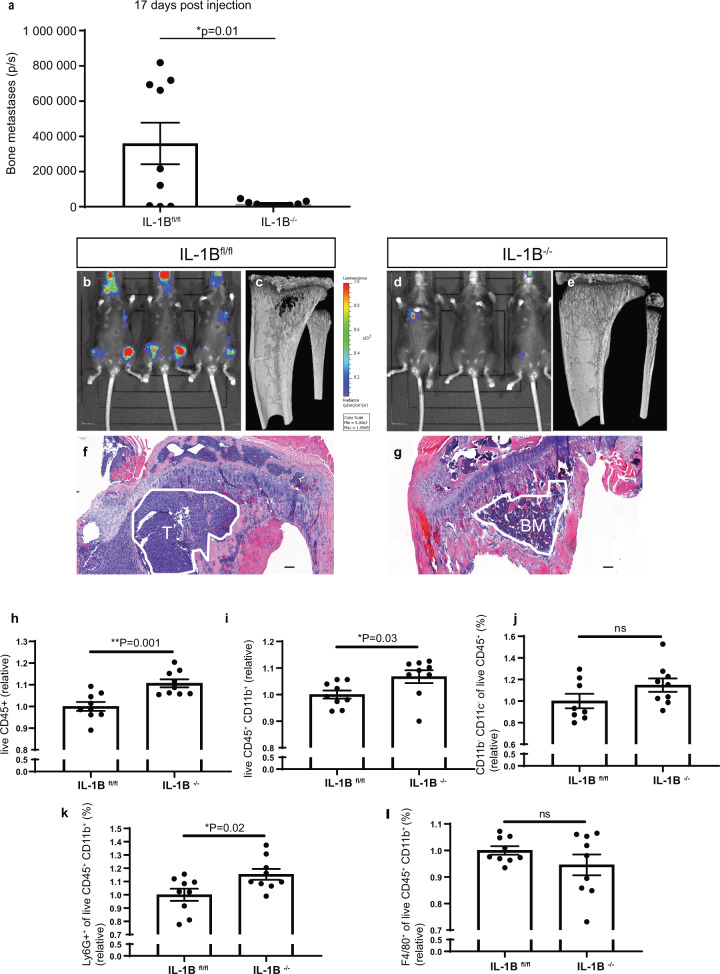
Microenvironment-derived IL-1B drives breast cancer bone metastases by controlling myeloid cell abundance. **a** Quantification (photons/seconds) of bone metastases in IL-1B^fl/fl^ and IL-1B^−/−^ mice after intra-cardiac administration of E0771 luc2 V5 GFP tumour cells. **b** Representative bioluminescence micrographs of metastases in bone and distant locations in IL-1B^fl/fl^ mice. **c** µCT scans and **f** H&E staining of tibia in tumour-bearing IL-1B^fl/fl^ mice. Scale bar = 100 µm. **d** Representative bioluminescence micrographs of metastases in bone and distant locations in IL-1B^−/−^ mice. **e** µCT scans and **g** H&E staining of tibia in tumour-bearing IL-1B^−/−^ mice. H&E images: BM bone marrow, T tumour. Data are mean ± SEM, Two-tailed unpaired *t*-test with Welch’s correction. Relative percentage of **h** immune cells (CD45^+^), **i** myeloid cells (CD45^+^CD11b^+^), **j** lymphoid cells (CD45^+^ CD11b^−^ CD11c^−^), **k** neutrophils (CD45^+^CD11b^+^Ly6G^+^) and **l** macrophages (CD45^+^ CD11b^+^ F4/80^+^) in bone marrow samples from femurs of IL-1B^fl/fl^ (*n* = 9) and IL-1B^−/−^ (*n* = 9) mice detected using multicolour flow cytometry. Data are mean ± SEM, Two-tailed unpaired *t*-test.

### Combining Anakinra with Doxorubicin and Zoledronic acid inhibits breast cancer growth at the primary site and distant recurrence, in pre-clinical models of breast cancer metastasis

Our data show that IL-1B drives the recruitment of innate immune cells, and whilst IL-1B is protective in the primary tumour, it drives metastasis in bone. We, therefore, investigated whether targeting IL-1B in combination with standard of care agents that have immune-modulatory effects impairs primary tumour growth as well as metastasis. For this purpose, we used IL-1 receptor antagonist, Anakinra, an anti-inflammatory drug, in combination with Doxorubicin (Dox) and Zoledronic acid (Zol), both pro-inflammatory, in a syngeneic pre-clinical in vivo model of spontaneous breast cancer metastasis. Bone homing mouse mammary tumour cells (E0771) were orthotopically engrafted in 6–8 week-old C57BL/6 female mice. Nine days after tumour cell injection, mice were randomised to the following groups: placebo (P) (*n* = 8) (daily by subcutaneous injection), Anakinra (*n* = 8) (daily by subcutaneous injection), Dox (weekly by intra-venous injection) followed 24 h later by Zol (*n* = 8) (weekly by subcutaneous injection), and the combination treatment Anakinra, Dox, and Zol (*n* = 8). We found that Anakinra alone significantly increased the growth of primary tumours, however, adding Dox and Zol to Anakinra significantly decreased primary tumour growth, compared to Anakinra alone, (12 days of post-treatment) (Fig. 6a), without affecting cell proliferation (Fig. 6b) but by inducing cell apoptosis (Fig. 6c, d).

**Fig. 6:**
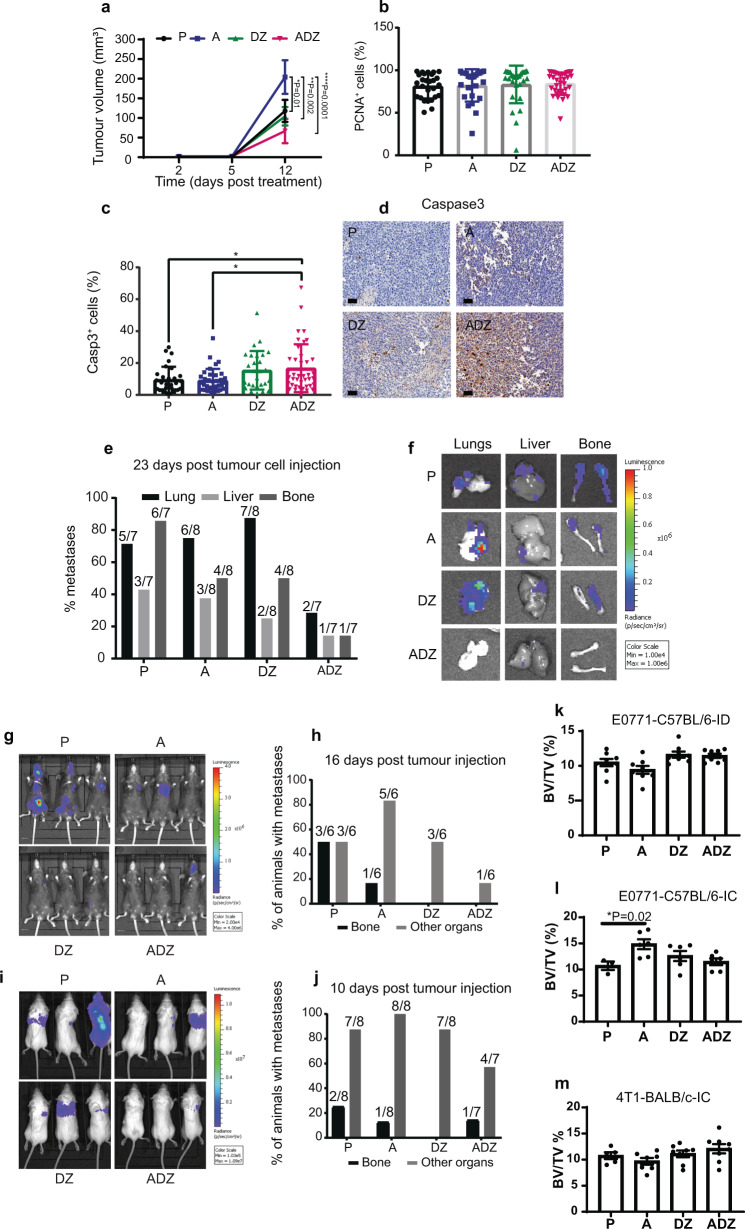
Combining Anakinra with Doxorubicin and Zoledronic acid reduces primary tumour growth, distant recurrence and bone metastasis in breast cancer. **a** Primary tumour volume in Placebo (P) (day 2: *n* = 11 tumours (*n* = 8 mice), day 5: *n* = 11 tumours (*n* = 7 mice), day 12: *n* = 13 tumours (*n* = 7 mice)), Anakinra (A) (day 2: *n* = 9 tumours (*n* = 7 mice), day 5: *n* = 9 tumours (*n* = 6 mice), day 12: *n* = 13 tumours (*n* = 8 mice), Dox and Zol (DZ) (day 2: *n* = 8 tumours (*n* = 6 mice), day 5: *n* = 15 tumours (*n* = 8 mice), day 12: *n* = 15 tumours (*n* = 8 mice)), Anakinra, Dox, and Zol (ADZ) (day 2: *n* = 8 tumours (*n* = 5 mice), day 5: *n* = 13 tumours (*n* = 8 mice), day 12: *n* = 13 tumours (*n* = 7 mice)). Data are mean +/− SEM, two-way ANOVA with Tukey’s multiple comparisons test (A vs. P *P = 0.01, A vs. DZ **P = 0.002, A vs. ADZ ***P = 0.0001). **b**, **c** PCNA^+^ and Cleaved-Caspase 3^+^ cells (%) in primary tumours. Each data point represents one or more tissue sections from an individual primary tumour. Data are mean +/− SD. One-way ANOVA with Tukey’s multiple comparisons test (P vs. ADZ *P = 0.04, A vs. ADZ *P = 0.02). Scale bar = 50 µm. **d** Casp3^+^ IHC. **e**, **f** Metastases (%) and BLI images (P (*n* = 7 mice), A (*n* = 8 mice), DZ (*n* = 8 mice), or ADZ (*n* = 7 mice)). Fisher’s exact test: *P = 0.02 P vs. ADZ (bone metastases); *P = 0.04 DZ vs. ADZ (lung metastases). **g**, **h** Animals with metastases (%) (P (*n* = 6), A (*n* = 6), DZ (*n* = 6), or ADZ (*n* = 6)) (intra-cardiac injection of E0771 luc2 GFP cells). **i**, **j** Animals with metastases (%) P (*n* = 8), A (*n* = 8), DZ (*n* = 8), or ADZ (*n* = 7) (intra-cardiac injection of 4T1 luc2 cells). **k**–**m** BV/TV % in tibiae from the spontaneous metastasis (**k**) and overt bone metastasis (L-C57BL/6, M-BALB/c) models.

Using the same cohort of animals, we then investigated the effect of the single and combined treatments on metastases in bone and other organs (lungs and liver), in the spontaneous metastasis model. Anakinra alone reduced the percentage of animals showing metastasis in bone (50% compared to 85.71% in the placebo treated group) and liver (37.5% vs. 42.86% in the placebo). Similarly, Dox and Zol alone treatment resulted in a reduction in bone (50% vs. 85.71% in the placebo) and liver metastasis (25% vs. 42.86% in the placebo). However, both Anakinra alone and Dox and Zol alone caused an increase in the percentage of animals with lung metastasis (75% Anakinra, 87.5% Dox and Zol, and 71.43% in placebo). Combining Anakinra with Dox and Zol reduced metastasis in lungs (28.57% vs. 71.43% in the placebo), liver (14.29% vs. 42.86% in the placebo) and significantly impaired metastasis in bone (14.29% vs. 85.71% in the placebo) (Fig. 6e, f).

We next investigated the effect of combining Anakinra with Dox and Zol on outgrowth of disseminated breast cancer cells in metastatic organs. For this, immunocompetent 6–8 week-old C57BL/6J or BALB/c female mice received an intra-cardiac injection of luciferase expressing E0771 or 4T1 mouse mammary tumour cells, respectively and the development of metastasis was monitored using in vivo bioluminescence imaging. Mice were randomised into the following treatment groups 2 days after tumour cell injection: placebo, Anakinra, Dox and Zol and the combination of Anakinra, Dox and Zol. In the E0771/C57BL/6J model, in vivo bioluminescence imaging of bone, liver, and lungs was performed in end-stage mice 16 days of post-treatment. Our data showed that the percentage of animals showing bone metastasis was reduced upon Anakinra (16.67% vs. 50% in the placebo) or Dox and Zol treatment (0% vs. 50% in the placebo). However, the percentage of animals showing metastatic outgrowth in other sites was increased with Anakinra treatment (83.33% vs. 50% in the placebo), but remained unaltered in the Dox and Zol group (50% following Dox and Zol). Importantly, combining Anakinra with Dox and Zol resulted in a striking reduction in both bone and distant metastasis (overt metastases in bones from 0% of animals and in other organs from 16.67% of animals) (Fig. 6g, h). In confirmation of our findings, we did not observe a difference in bone metastasis when comparing the treatments Anakinra, Anakinra+Zol, and Anakinra+Dox (Supplementary Fig. 4). Therefore, we combined Anakinra with Dox+Zol and concluded that only triple treatment is superior in reducing tumour growth in both bone and soft tissue.

In the 4T1/BALBc model, 25% of animals in the placebo group developed bone metastasis, compared to 12.5% in the Anakinra group whereas no bone metastases were observed after Dox and Zol treatment. Combining Anakinra to Dox and Zol resulted in a reduction in bone metastasis compared to placebo, similarly to the Anakinra treatment alone. The combination treatment also reduced metastasis elsewhere (57.1% of the animals developed metastasis compared to 87.5% in the placebo treated group) (Fig. 6i, j). The combination treatment did not display damaging effects on bone formation in any of the pre-clinical models used in this study (Fig. 6k–m). Hence, combining IL-1B signalling inhibition with standard of care is a promising treatment for breast cancer bone metastasis.

### Combining Anakinra with Doxorubicin and Zoledronic affects primary tumour immune cell composition

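The tumours profiled were E0771 luc2 GFP primary mammary tumours, grown from a mouse mammary carcinoma line that carries a luciferase and a green fluorescent protein, in C57BL/6J mice with an intact immune system. As the methods give it, cells were injected intra-ductally and 8 mice were randomised to each group. Treatment started on day 9 with placebo (P), with Anakinra, an antagonist of the IL-1 receptor, at 1 mg/kg daily (A), with doxorubicin at 2 mg/kg weekly followed 24 h later by zoledronic acid at 100 µg/kg (DZ), or with all of these drugs (ADZ), and the mice were culled on day 23. Values were deposited for 23 tumours, 6 from P, 5 from A, 6 from DZ and 6 from ADZ. From each tumour, 150 ng of RNA at 50 ng/µl was hybridised to barcoded probes for 750 endogenous genes and 20 reference genes, together with 6 positive and 8 negative controls, and the barcodes were counted one by one. The deposited unit is log2 of the count times 1 factor per tumour, set by the authors so that the 20 reference genes average 11.4 log2 units in every tumour. Dividing the factor out gave whole counts, within 0.05 of an integer, for 100% of the values other than 6 log2 values of exactly 0. Total gene counts ran from 882537 to 1677295 per tumour, with group medians of 1251300 in P, 1471069 in A, 1051853 in DZ and 1298589 in ADZ. Between 85 and 182 of the 770 genes lay at or below the background of their tumour, taken as the mean of its negative controls plus 2 SD and times its factor. Differences between groups were estimated per gene on the log2 scale with limma and adjusted by Benjamini-Hochberg over the 770 genes. A and DZ were compared in a fit of their own 11 tumours, as in the paper, and all other groups in one fit of the 23 tumours. In simulated data with the group sizes of A and DZ, this test recovered 26.9% of genes set to differ 1.5-fold, 71.6% of those set to differ 2-fold and 97.0% of those set to differ 4-fold. There, 570 of the 770 genes were left unchanged and the noise was independent between genes. The shares need not hold where fewer genes change or where genes vary together.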

Since the chosen treatments, both alone and in combination, altered the immune response, we used NanoString amplification-free gene expression profiling technology to identify the immune signature of breast primary tumours and the subsequent development of distant metastasis in bone and other organs. 

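Genes of blood vessels, platelets, neutrophil granules and fibroblasts were lower in the A than in the DZ tumours as groups. Of all 770 panel genes, 575 were lower in A, so that counts of lower genes in a list are to be read beside that share. Of 16 endothelial and angiogenesis genes, 15 were lower in A, by a mean of −0.37 log2 units, among them Tie1, an endothelial receptor tyrosine kinase (log2 difference −0.73, standard error 0.27), Vegfc, a growth factor for lymphatic vessels (−0.45, standard error 0.15), and Jam3, a junctional adhesion molecule (−0.82, standard error 0.22). The 3 platelet genes, with Itga2b, the platelet integrin alpha-IIb (−0.76, standard error 0.18), had a mean of −0.60, and the 6 genes of immature neutrophil granules, with Camp, a cathelicidin (−0.91, standard error 0.26), and Mpo, myeloperoxidase (−0.55, standard error 0.22), a mean of −0.54. All 10 genes of fibroblasts and matrix were lower in A, by a mean of −0.43, among them Thbs1 (thrombospondin 1, −0.89, standard error 0.28). In each of these lists every A tumour lay below the mean of DZ (5 of 5), as it did for chemokine receptors and interleukins, which were not called. Every DZ tumour lay above the mean of A for vessels, platelets and granules (6 of 6), and 5 of 6 did for fibroblasts. The lists were compared with the other panel genes by camera, which gave adjusted p = 3.45e-04 for vessels, 0.0191 for platelets, 0.0166 for neutrophil granules and 0.0224 for fibroblasts. With an estimated correlation between genes none of these 4 calls held, at adjusted p = 0.211, 0.126, 0.155 and 0.605 in the same order. No member of these lists passed an adjusted p of 0.05 over the 770 genes, and adjusted over the list alone 1 vessel gene (Jam3), 1 platelet gene (Itga2b) and 1 granule gene (Camp) did. By fry, which tests whether a list's genes move one way, the platelet list was called (adjusted p = 0.00949) and the other 3 were not. Tie1, Vegfc, Jam3, Itga2b, Camp, Mpo and Thbs1 are among the genes of Fig. 7b. The study chose those genes on these tumours for differing between A and DZ, so the tests of these 4 lists are not independent evidence. The chemokine, chemokine receptor, interleukin, NF-kB and IL-1 family lists were not called as groups by camera. The paper's enrichment of cytokine and chemotaxis terms is a different measure, of GO terms among its differentially expressed genes, and was not tested by these lists. Of 37 chemokines, 25 were lower in A (mean −0.19, adjusted p = 0.581), and of 19 chemokine receptors, 17 (mean −0.28, adjusted p = 0.0615), with Ccr1 at −0.40, Cxcr4 at −0.53 and Ccr7, which guides cells to lymph nodes, at −0.40. Of 28 interleukins, 21 were lower in A (mean −0.19, adjusted p = 0.660), with Il6 at −0.78, Il11 at −0.88 and Il21 at −0.56. The 27 NF-kB inflammatory genes had a mean of −0.19 (adjusted p = 0.581) and the 22 genes of the IL-1 family and inflammasome a mean of −0.054 (adjusted p = 0.189), and camera placed these lists and the chemokines above the rest of the panel although their means were negative. The median of all 770 genes was itself −0.13 in A minus DZ on the deposited scale and 0.11 after each tumour was recentred on its panel median, and the 20 reference genes, which stood at 0.00 by construction, were called higher than the rest (adjusted p = 0.0191, and 0.126 with an estimated correlation). After this recentring the means of the chemokine (0.047), interleukin (0.051), NF-kB (0.055) and IL-1 family (0.19) lists turned positive, while those of vessels (−0.13), platelets (−0.36), neutrophil granules (−0.30), fibroblasts (−0.19) and chemokine receptors (−0.037) stayed negative. The means of Jam3, Itga2b, Camp, Mpo, Il11 and Il21 lay at or below the background, and Camp and Il11 lay there in every A and DZ tumour. With values raised to the background Camp and Il11 each differed by −0.25, the difference of the group backgrounds. The platelet and neutrophil granule calls ended with values so raised (means −0.46 and −0.34, adjusted p = 0.224 and 0.226). They ended too when genes with a mean under 20 or 50 normalized counts were left out, which leaves 2 of the 3 platelet genes, with a mean of −0.52 (adjusted p from 0.421 to 0.507), and 2 and 1 of the 6 granule genes, with means of −0.57 and −0.75 (adjusted p from 0.511 to 0.603). With all 23 tumours in the fit the platelet (adjusted p = 0.107) and fibroblast (adjusted p = 0.0845) calls ended at the same means, with a replicate block those of fibroblasts (mean −0.26) and the reference genes (adjusted p = 0.1102 each) and with quantile normalization that of the reference genes (adjusted p = 0.112). With 1 tumour left out, the vessel call held in all 11 fits, the platelet call ended without A replicates 2 or 5 or DZ replicates 2 or 5 (adjusted p from 0.0633 to 0.121), the granule call without A replicates 2 or 5 or DZ replicate 2 (adjusted p from 0.0508 to 0.0715), the fibroblast call without A replicates 2 or 3 or DZ replicates 5 or 6 (adjusted p from 0.0884 to 0.273, mean −0.26 without DZ replicate 6) and the call of the reference genes without A replicates 1 or 3 or DZ replicates 1, 3 or 6 (adjusted p from 0.0668 to 0.276).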

Using the NanoString nCounter™ panCancer mouse Immune Profiling Panel, we found that, amongst an expected enrichment in immune cell pathways, cytokine production, cytokine–cytokine receptor interaction, cell chemotaxis, and specifically myeloid leucocyte migration were enriched (Supplementary Fig. 5). Anakinra treatment caused opposite effects on immune response compared to Dox and Zol. 

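Against placebo and on the deposited scale, the genes with the smallest p in the A tumours were mostly lower and those in the DZ tumours were higher, a balance that did not hold after recentring on the panel median. Among these in A were Trem1, which amplifies myeloid inflammation (log2 difference −0.70, standard error 0.30), Camp (−0.63) and Amica1, a leucocyte adhesion molecule (−0.35), all lower, and Itgb4, an epithelial integrin, which was higher (0.49). Camp lay at or below the background in all A and P tumours. With values raised to the background it differed by −0.071, which is the difference of the group backgrounds. In DZ the genes with the smallest p were Lrrn3 (0.84, standard error 0.28), the adenosine-producing enzyme Nt5e (0.65, standard error 0.25), Tgfb2 (0.44), Il34, a ligand of the macrophage growth factor receptor (0.41), and Bst2, an interferon-stimulated gene (0.34), all higher. No gene passed an adjusted p of 0.05 by limma in either comparison, where the smallest adjusted p was 0.999 for A and 1.00 for DZ. At an unadjusted p under 0.05, 9 genes differed between A and P, 8 of them lower in A, and 12 between DZ and P, all higher in DZ. Recentring on the panel median turned the median of all 770 A minus P differences, −0.085 on the deposited scale, positive. After it, 7 of 9 genes at that threshold were higher in A and 6 of 11 lower in DZ. After quantile normalization 6 of 11 were higher in A and 7 of 17 lower in DZ. Without placebo tumour 4, 5 of 7 were higher in A and all 27 higher in DZ. An ordinary linear model gave 7 and 15 such genes, limma with an intensity trend 5 and 13, and voom on recovered counts 6 and 12. Of all 770 panel genes, 513 were lower in A than in P and 443 higher in DZ than in P. Among the gene lists, vessel genes were higher in DZ than in P (13 of 16, mean 0.27, camera adjusted p = 0.0242), and 16 of 17 lymph node genes were lower (mean −0.39, camera adjusted p = 5.92e-05), but 0.27 without placebo tumour 4. The genes of Supplementary Fig. 5, chosen by the study on the A and DZ tumours and so not independent evidence, were higher in DZ than in P (17 of 24, mean 0.15, camera adjusted p = 0.0297). All of these lists had an adjusted p = 0.688 with an estimated correlation. Tie1, Vegfc and Jam3 of the vessel list are among the genes of Fig. 7b, chosen on the A and DZ tumours. The vessel call ended without P replicates 3, 4 or 5 or DZ replicates 2 or 5 (adjusted p from 0.0519 to 0.122, mean 0.16 without P replicate 5), and that of Supplementary Fig. 5 without P replicates 1 or 5 or DZ replicates 2 or 4 (adjusted p from 0.103 to 0.232), with means of 0.065 without P replicate 5, 0.097 without P replicate 1 and 0.29 without P replicate 4. Quantile normalization (mean 0.11, adjusted p = 0.184) and a pseudocount of 20 (mean 0.12, adjusted p = 0.0669) ended that call too, and the filter at a mean of 50, which leaves 6 of the 17 genes, the lymph node call (mean −0.19, adjusted p = 0.0794). Over all 770 genes, the differences of A and of DZ from P had the same sign in 58.4% of genes and correlated across genes, which are not independent replicates, with r = 0.52 (jackknife standard error 0.31) and a covariance of 0.033. Because both differences share the placebo tumours, unchanged groups of these sizes were simulated 2000 times and gave a mean r of 0.56 (from −0.099 to 0.93 for the central 95%) and a mean covariance of 0.077, so that observed minus simulated covariance was −0.043. With the placebo tumours split 3 and 3 so that none was shared, r averaged −0.28 over the 20 splits (from −0.57 to 0.031), where simulated unchanged groups gave from −0.67 to 0.70 for the central 95%.

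**Figure D1:**
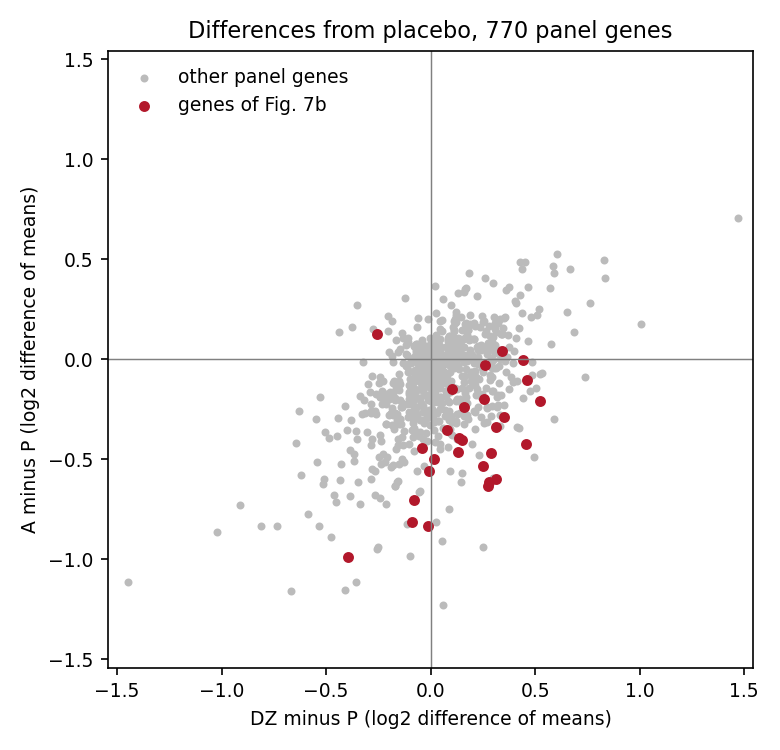
Difference of A from P (log2, y axis) against difference of DZ from P (log2, x axis) for the 770 panel genes, 1 point per gene, with the 28 genes of Fig. 7b in red. Across all genes r = 0.52.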

The PCA plot and the hierarchical cluster analysis showed that an anti-inflammatory signature was observed after Anakinra treatment compared to Dox+Zol (Fig. 7a, b). 

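Over the 770 panel genes, the 11 tumours did not fall apart into A and DZ. The first principal component (PC1), computed on log2 values with each gene centred and scaled, held 36.3% of the variance and the second 18.7%. On PC1 the A tumours averaged −4.96 ± 9.67 (SD, n = 5) and the DZ tumours 4.14 ± 21.0 (SD, n = 6), a difference of −9.10 that did not exceed the spread between tumours (exact permutation test, two-sided, p = 0.381). The A tumours spanned −20.4 to 5.10 and 2 DZ tumours lay within that range, and PC2 did not part the groups either (exact p = 0.758). PC1 and the level of the panel in each tumour come from the same values, so that their correlation is no independent evidence. With the median log2 value of the panel genes it was r = 0.907 (permutation p = 2.70e-04) and rho = 0.864 (permutation p = 0.00119), and r = 0.796 without the 2 tumours farthest from the median. After each tumour was recentred on that median, PC1 held 32.4% and did not part the groups either (exact permutation p = 0.439). Hierarchical clustering of all panel genes into 2 clusters (Euclidean distance, complete linkage) placed 8 of the 11 tumours with their own group. DZ tumours 1, 3 and 6 formed the second cluster, and the other DZ tumours clustered with the A tumours. Restricted to the 28 genes of Fig. 7b, which were chosen on these tumours for differing between A and DZ, PC1 held 60.1% of the variance, PC2 held 9.91% and clustering placed 11 of 11 tumours with their own group. On those genes the groups did not overlap on PC1 (exact permutation p = 0.00216, the smallest that 5 tumours against 6 allow).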

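The mean score of each of the 14 cell types was lower in the A than in the P tumours, and by amounts smaller than the spread between tumours. B cells differed most, at 0.39 ± 1.62 (SD, n = 6) in P and −0.30 ± 0.37 (SD, n = 5) in A (difference −0.69 log2 units, exact permutation p = 0.571). Dendritic cells differed by −0.54 (exact p = 0.420), NK cells by −0.43 (exact p = 0.242), CD56dim NK cells by −0.32 (exact p = 0.760) and CD8+ T cells by −0.31 (exact p = 0.567). Th1 cells differed by −0.28 (exact p = 0.323), CD45, the marker of all leucocytes, by −0.26 (exact p = 0.610), macrophages by −0.25 (exact p = 0.805), T cells by −0.20 (exact p = 0.703) and Treg cells by −0.18 (exact p = 0.740). The smallest differences were those of exhausted CD8+ T cells at −0.15 (exact p = 0.517), cytotoxic cells at −0.13 (exact p = 0.708), neutrophils at −0.11 (exact p = 0.677) and mast cells at −0.037 (exact p = 0.898). The mean of the 14 scores differed by −0.28 (exact p = 0.569). None of the 14 differences passed an exact two-sided permutation test, whose smallest Benjamini-Hochberg adjusted p over the 14 types was 0.867. 1 placebo tumour, replicate 4, stood above the others in most scores, and without it 6 of the 14 scores were lower in A, the mean of the 14 differed by 0.0052 (exact p = 0.968), B cells by −0.032, macrophages by 0.18 and NK cells by −0.29. Without A replicate 1, 9 of the 14 were lower in A, and 8 after recentring on the panel median and 10 after quantile normalization. The recentring also turned the median of all 770 A minus P differences positive, from −0.085 on the deposited scale.

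**Figure D2:**
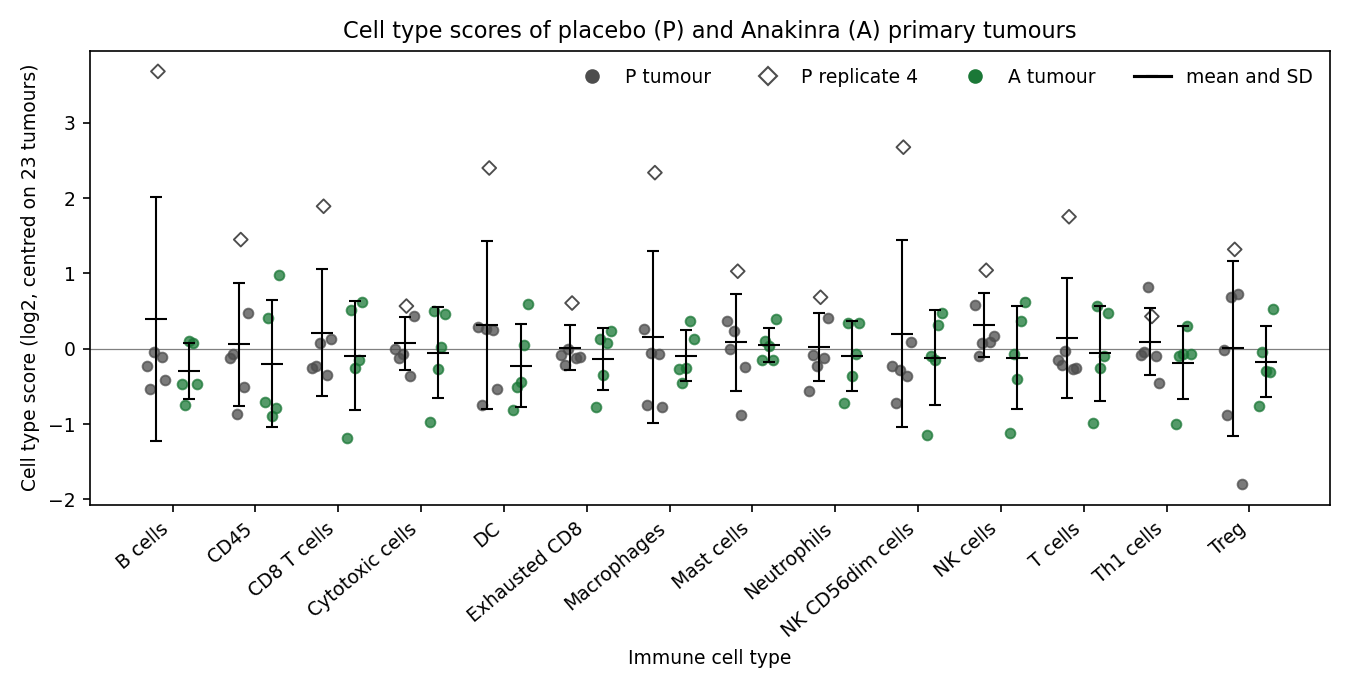
Score of each of the 14 cell types (log2, centred over 23 tumours, y axis) in each of the 6 P and 5 A tumours, with mean and SD. Placebo tumour 4 is drawn as an open diamond and stands at 3.68 for B cells, where the next placebo tumour is at −0.048.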

Cell signature analysis demonstrated reduced abundance of every immune cell type, such as B cells, T cells (including CD8+ T cells, Th1 cells, exhausted CD8+ T cells and immunoregulatory (Treg) cells, dendritic cells (DCs), macrophages, mast cells, neutrophils and NK cells, including, CD56dim (‘cytotoxic’) NK cells compared to control group following Anakinra treatment (Fig. 7c, d). The anti-inflammatory effect of Anakinra was maintained in the combination treatment with Dox+Zol, resulting in a reduced immune cell abundance. 

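The 5 genes with the smallest p between the ADZ and the P tumours were Clec4n, a C-type lectin of myeloid cells (log2 difference −0.59, standard error 0.20), Msr1, the macrophage scavenger receptor (−0.43, standard error 0.17), CD209e, a dendritic cell lectin (−0.64, standard error 0.26), and Cxcl3, a neutrophil chemokine (−1.68, standard error 0.71), all lower, and Il34, which was higher (0.38, standard error 0.15). None passed an adjusted p of 0.05, and by limma no gene did. With values raised to the background CD209e differed by −0.020, the difference of the group backgrounds. It thus lay at or below the background in every P and ADZ tumour. At an unadjusted p under 0.05, 11 genes differed, 9 of them lower in ADZ, but after recentring on the panel median 13 of 16 were higher and after quantile normalization 14 of 22. Without placebo tumour 4 there were 8, 3 of them higher, and 25 without ADZ replicate 4. On the deposited scale there were 8 by an ordinary linear model, 10 by limma with an intensity trend and 8 by voom. Of all 770 panel genes, 467 were lower in ADZ and 303 higher. As groups, 26 of 37 chemokines (mean −0.31, camera adjusted p = 0.0137), 21 of 27 NF-kB inflammatory genes (mean −0.30, camera adjusted p = 0.0214) and all 17 lymph node genes (mean −0.51, camera adjusted p = 0.00296) were lower in ADZ, while 20 of 30 interferon-stimulated genes were higher (mean 0.035, camera adjusted p = 0.0214). After recentring on the panel median these means were −0.13, −0.12, −0.33 and 0.21, with the median of all genes at 0.13. With an estimated correlation each of these 4 calls had an adjusted p = 0.641. Of the 14 cell type scores, 12 were lower in ADZ than in P, and exhausted CD8+ T cells (0.0034) and Treg cells (0.13) were not. Recentring on the panel median left 7 lower, and quantile normalization 9. The smallest exact permutation p of the 14 was 0.268, and the smallest adjusted p 0.886. Without placebo tumour 4, 6 of the 14 scores were lower in ADZ, the lymph node list stood at 0.15 and the chemokine list at −0.062. The chemokine call ended without P replicates 3 or 4 or ADZ replicate 1 (adjusted p from 0.0713 to 0.147), and the NF-kB call without P replicates 2, 3 or 6 or ADZ replicates 1, 2, 5 or 6 (adjusted p from 0.0590 to 0.500), with a mean of −0.46 without ADZ replicate 4. The interferon-stimulated call ended without P replicates 1 or 4 or ADZ replicates 1 or 6 (adjusted p from 0.0728 to 0.957), and its mean turned to −0.046 without ADZ replicate 1, fell to 0.0032 without P replicate 1, 0.022 without P replicate 4 and 0.0099 without ADZ replicate 6, and was 0.054, 0.076 and 0.084 without ADZ replicates 2, 3 and 4 in turn. Quantile normalization ended the NF-kB (mean −0.19, adjusted p = 0.172) and interferon-stimulated (mean 0.079, adjusted p = 0.297) calls, and the filter at a mean of 50, which leaves 6 of the 17 genes, the lymph node call (mean −0.30, adjusted p = 0.113). The change with Anakinra alone (A minus P) and that with Anakinra on top of Dox+Zol (ADZ minus DZ), which share no tumour, correlated across the 770 genes with r = 0.32 (permutation p = 0.349), and with r = 0.16 without placebo tumour 4.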

Interestingly, macrophages and mast cells were further reduced upon triple treatment compared to any other treatment group, in contrast, T regulatory cells were increased. 

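Macrophages and mast cells had their lowest mean scores in the ADZ tumours and Treg cells their highest, with overlap between the groups in each case. The macrophage score was −0.29 ± 0.84 (SD, n = 6) in ADZ, −0.093 ± 0.34 (SD, n = 5) in A, 0.21 ± 0.92 (SD, n = 6) in DZ and 0.16 ± 1.14 (SD, n = 6) in P. Its difference was −0.49 from DZ (exact permutation p = 0.340) and −0.19 from A (exact p = 0.712), and without ADZ replicate 3 these were −0.19 and 0.11. The difference from DZ was −0.80 without DZ replicate 2. From P it differed by −0.45, and by −0.0098 without placebo tumour 4. Of its genes, Cd68, a lysosomal glycoprotein, differed between ADZ and DZ by −0.17 (standard error 0.18), Cd84 by −0.52 (standard error 0.29) and Cd163, a haemoglobin scavenger receptor, by −0.79 (standard error 1.13). The mast cell score was −0.24 ± 0.32 (SD, n = 6) in ADZ, 0.047 ± 0.23 (SD, n = 5) in A, 0.12 ± 0.42 (SD, n = 6) in DZ and 0.084 ± 0.64 (SD, n = 6) in P, with a difference of −0.36 from DZ (exact p = 0.121) and of −0.29 from A (exact p = 0.134), which without ADZ replicate 6 was −0.38 (exact p = 0.0238, not adjusted over the 14 types) and without ADZ replicate 5 −0.19. From P it differed by −0.32, and by −0.14 without placebo tumour 4. Its genes were Tpsab1, a mast cell tryptase (ADZ minus DZ −0.44, standard error 0.28), and Ms4a2, a subunit of the IgE receptor (−0.28, standard error 0.30). The Treg score, which rests on Foxp3 alone, was 0.14 ± 0.84 (SD, n = 6) in ADZ, −0.17 ± 0.47 (SD, n = 5) in A, 0.0023 ± 0.59 (SD, n = 6) in DZ and 0.0067 ± 1.16 (SD, n = 6) in P. It was higher in ADZ by 0.31 than in A (exact p = 0.483), with 0.14 without ADZ replicate 2 and 0.60 without ADZ replicate 3, and by 0.13 than in DZ (exact p = 0.755), a direction that turned without DZ replicate 4, ADZ replicate 2 or ADZ replicate 6 (lowest value −0.031). Over all tumours none of these differences passed the exact two-sided permutation test. After recentring on the panel median, ADZ minus DZ was −0.29 for macrophages, −0.15 for mast cells and 0.34 for Treg cells. In the same order, ADZ minus P was then −0.27, −0.14 and 0.31, and ADZ minus A −0.23, −0.33 and 0.27.

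**Figure D3:**
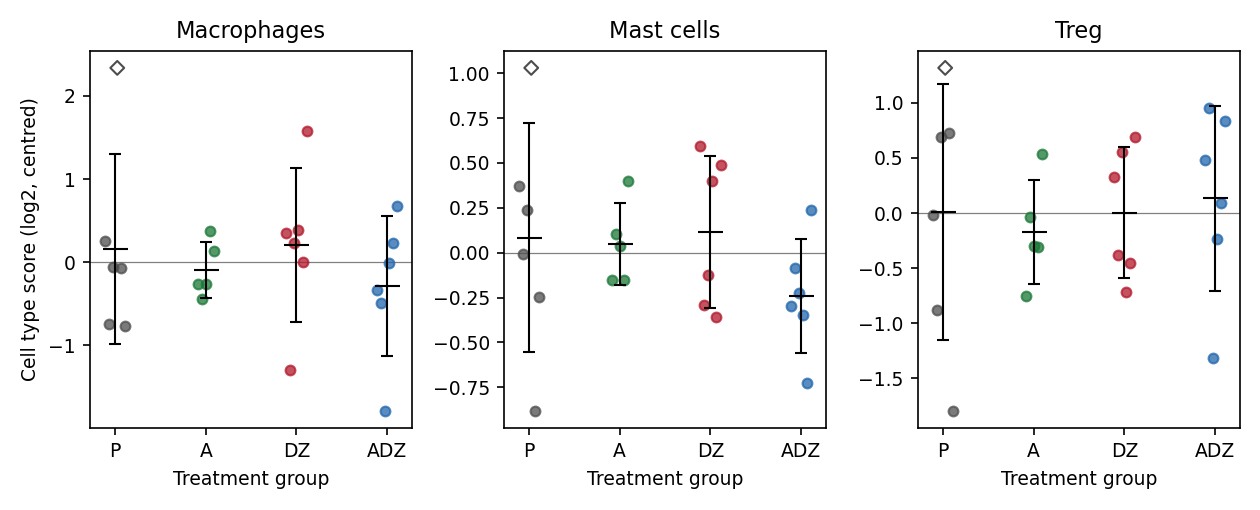
Macrophage, mast cell and Treg scores (log2, centred over 23 tumours, y axis) in each tumour of the 4 groups, with mean and SD, and placebo tumour 4 as an open diamond. In all of the panels the points of ADZ overlap those of the other groups.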

As the combination treatment significantly reduced primary tumour growth and distant recurrence, while causing an increase in Treg cells alongside a decrease in immune cells with cytotoxic functions, including CD56dim (cytotoxic) NK cells and CD8+ (cytotoxic) T cells, we suggest that an anti-tumour immune response may have been induced. 

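Cells with cytotoxic functions had lower mean scores in the ADZ than in the P tumours, by less than the spread between tumours. CD56dim NK cells, scored on Il21r, the receptor of IL-21, stood at −0.21 ± 0.91 (SD, n = 6) in ADZ and 0.20 ± 1.24 (SD, n = 6) in P, a difference of −0.40 (exact permutation p = 0.584) that was 0.091 without placebo tumour 4. CD8+ T cells stood at −0.032 ± 0.57 (SD, n = 6) in ADZ and 0.21 ± 0.84 (SD, n = 6) in P, a difference of −0.24 (exact p = 0.621) that was 0.092 without that tumour. Their genes Cd8a and Cd8b1, the chains of the CD8 co-receptor, differed by −0.26 (standard error 0.38) and −0.23 (standard error 0.36). Cytotoxic cells, scored on granzymes, perforin and NK receptors, differed by −0.10 (exact p = 0.617), with Gzmb, granzyme B, at −0.067 (standard error 0.29), and NK cells by −0.42 (exact p = 0.268). Without placebo tumour 4 these scores differed by −0.0049 and −0.27, and after recentring on the panel median the cytotoxic score was higher in ADZ by 0.077. The recentring brought CD56dim NK cells to −0.22, CD8+ T cells to −0.064, NK cells to −0.24 and the Treg score to 0.31. Foxp3, the transcription factor of Treg cells, was 0.13 higher in ADZ than in P (standard error 0.45, exact p of its score 0.823), and between −0.23 and 0.42 when single tumours were left out. No adjusted p in this comparison of 14 scores fell below 0.05. The change with Anakinra was tested for a difference between tumours with and without Dox+Zol, and limma called no gene. At an unadjusted p under 0.05 there were 2 (3 by an ordinary linear model, 2 by limma with an intensity trend and 2 by voom), Il18rap, a chain of the IL-18 receptor (−0.49), and Lrrn3 (−0.96). After recentring on the panel median there was 1, and after quantile normalization there were 6, all with positive differences.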

In support of the cell signature analysis, IHC for CD8+ T cells and Granzyme B demonstrated CD8+ T cell infiltration of primary tumours, but that exhaustion had already taken place (i.e., an absence of Granzyme B+ cells) (Fig. 7e, f). IHC for F4/80, CD163, and MPO was performed and a significant increase in MPO+neutrophils was found in primary tumours upon Dox+Zol treatment compared to any other treatment (Supplementary Fig. 6). Based on the cell signature plots, Anakinra exerted an anti-inflammatory effect, by reducing the abundance of every immune cell type. 

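No gene of IL-1 signalling named here passed the test between the A and P tumours. Il1a differed by −0.19 log2 units (standard error 0.44), Il1b by −0.22 (standard error 0.40), the receptor genes Il1r1 by 0.15 (standard error 0.22) and Il1r2, a decoy, by −0.016 (standard error 0.31), the natural antagonist Il1rn by 0.13 (standard error 0.34) and the co-receptor Il1rap by 0.32 (standard error 0.22). Of all 770 panel genes, 513 were lower in A than in P, with a median of −0.085 on the deposited scale. Recentring on the panel median turned that median positive, so a positive value after it is not by itself a rise. Of the 22 genes of the IL-1 family and inflammasome, 15 were lower in A and 7 higher. Their mean of −0.057 became 0.16 after the recentring, and the list was not called (camera adjusted p = 0.429). Of 27 NF-kB inflammatory genes, 21 were lower (mean −0.24, adjusted p = 0.324), and of 37 chemokines 25 were (mean −0.22, adjusted p = 0.429). The same recentring brought these means to −0.023 and −0.0071, and without placebo tumour 4 they were −0.27 and 0.025, so that the direction of the chemokines turned. Interferon-stimulated genes were divided, with 16 higher and 14 lower (mean −0.017, 0.20 after the recentring, median 0.014, adjusted p = 0.202). Camera placed the IL-1 family and the interferon-stimulated genes above the rest of the panel, although their means were negative. The lists that camera called lower in A than in P were the genes of immature neutrophil granules (5 of 6, mean −0.44, adjusted p = 0.0230), the lymph node genes (17 of 17, mean −0.63, adjusted p = 5.38e-05) and the genes of Supplementary Fig. 5, a list the study chose on the A and DZ tumours and so not independent evidence (22 of 24, mean −0.41, adjusted p = 5.53e-10). After the recentring these means were −0.22, −0.42 and −0.19. With an estimated correlation the adjusted p = 0.249, 0.868 and 0.103 in the same order, and without placebo tumour 4 the lymph node list stood at 0.029 and that of Supplementary Fig. 5 at −0.27. The granule call ended without P replicates 3 or 5 or A replicates 2 or 5 (adjusted p from 0.0923 to 0.288), and with a pseudocount of 20 (mean −0.30, adjusted p = 0.0548) or values raised to the background (mean −0.24, adjusted p = 0.745). It ended too with filters at a mean of 20 or 50, which leave 2 and 1 of the 6 genes, although the means were then −0.67 and −1.11 (adjusted p from 0.165 to 0.304). Camp and Mpo, of this list, are among the genes of Fig. 7b, which the study chose on the A and DZ tumours. Among single leucocyte genes, Ptprc (CD45) differed by −0.26, Cd8a by −0.18, Cd8b1 by −0.43, Gzmb by −0.19, Tbx21, the transcription factor of Th1 cells, by −0.28 and Mpo by −0.56, none with an adjusted p below 0.05. Mpo lay at or below the background in all A and P tumours. With values raised to the background it differed by −0.071, which is the difference of the group backgrounds. Directions of Il1a, Il1r2, Cd8a and Gzmb turned after the recentring, and those of Ptprc, Cd8a and Il1rn without placebo tumour 4. Cd8b1 was −0.058 without placebo tumour 4 and Il1b −0.029 without placebo tumour 2. From its cell signature plots, the paper concludes that Anakinra exerted an anti-inflammatory effect.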

Taken together, these data suggest that the specific combination treatment is effective at reducing primary tumour growth and distant recurrence in bone and other organs by affecting the immune response.

**Fig. 7:**
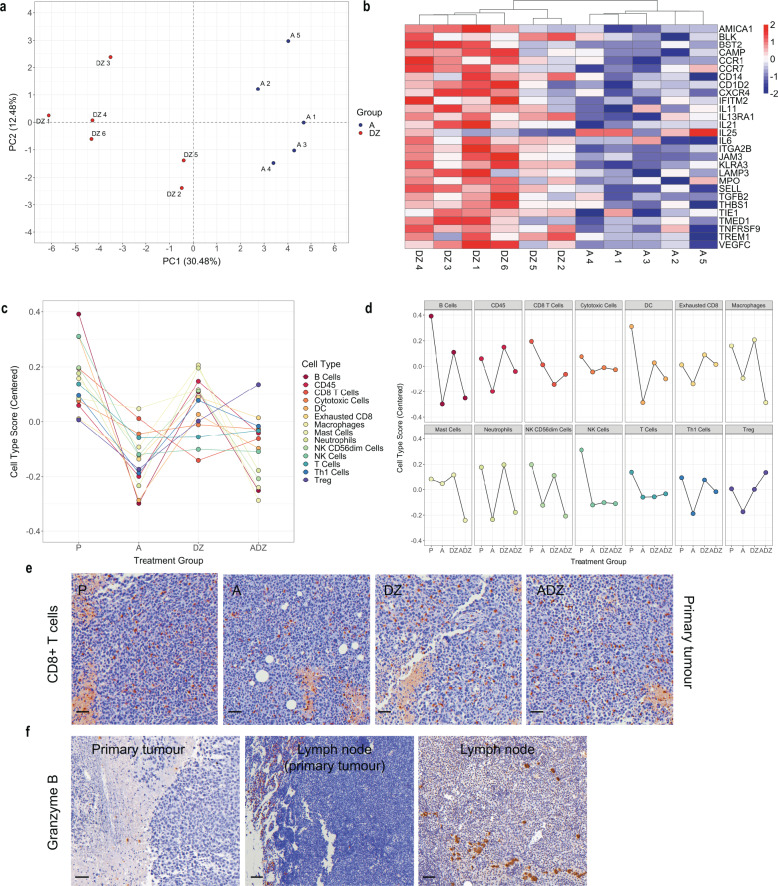
Combining Anakinra, Doxorubicin, and Zoledronic acid affects tumour-associated immune signatures in a syngeneic model of spontaneous breast cancer metastasis to bone. **a** PCA plot. Each dot corresponds to a primary tumour from each treatment group (A or DZ). **b** Hierarchical clustering of the 28 differently regulated genes between primary tumours treated with A (*n* = 5 primary tumours from five animals) and DZ (*n* = 6 primary tumours from six animals). **c** Single and **d** facet plot of immune cell type score in primary tumours developed in C57BL/6 mice orthotopically inoculated with E0771 luc2 GFP and treated with A, DZ, ADZ, or control (P). **e** Representative immunohistochemistry images of CD8^+^ T cells in primary tumours of end-stage mice treated with P, A, DZ, or ADZ. Data are mean +/− SEM, One-way ANOVA with Tukey’s post-hoc test, ns. **f** Representative immunohistochemistry images of Granzyme B^+^ cells in primary tumour from control mice, corresponding lymph node and lymph node from tumour-naïve mice. Scale bar = 50 µm.

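Of the 28 genes of Fig. 7b, 27 were higher in the DZ than in the A tumours and Il25 was lower. Klra3, an NK cell receptor of the Ly49 family, differed most (A minus DZ −0.91 log2 units, standard error 0.19, adjusted p = 0.347), although its means of 3.11 in A and 4.03 in DZ lay below the background. With values raised to the background Klra3 differed by −0.25, the difference of the group backgrounds. It thus lay at or below the background in every A and DZ tumour. Outside the GO terms of Supplementary Fig. 5 there were also Amica1 (−0.43, standard error 0.16), Cd1d2 (−0.64, standard error 0.25), and Tmed1, a protein of the secretory pathway (−0.29, standard error 0.15). The mean of Cd1d2 was 4.76, beside a background of 4.75. In 5 of the 28 genes every DZ tumour lay above every A tumour, among them Itga2b, Jam3 and Klra3, the last at or below the background throughout. No other panel gene separated the groups, so that 0.649% of genes did, where chance gives 0.433%. The absolute differences of the 28 ran from 0.25 to 0.91 log2 units, with a median of 0.58 for DZ minus A. None reached 2-fold, which is 1 log2 unit, and the 95% confidence intervals reached at most 1.60. At an unadjusted p under 0.05, 25 of the 28 passed limma, and 0 at an adjusted p of 0.05 over the 770 genes, where their adjusted p ran from 0.347 to 0.995. Adjusted over the list alone, 23 passed (adjusted p from 0.0126 to 0.106), but this list was chosen by the study on these tumours and is not independent evidence. Over the whole panel 0 genes passed by limma, by an ordinary linear model, by limma with an intensity trend or by voom, and the counts at an unadjusted p under 0.05 were 33, 28, 29 and 30. The first became 66 without DZ replicate 2 and 51 without DZ replicate 5. Of the 33 by limma, 32 were lower in A and 12 had a mean at or below the background. After recentring on the panel median, 10 genes had an unadjusted p under 0.05, 4 of them higher in A and 6 lower, and after quantile normalization 20, 7 of them higher and 13 lower.

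**Figure D4:**
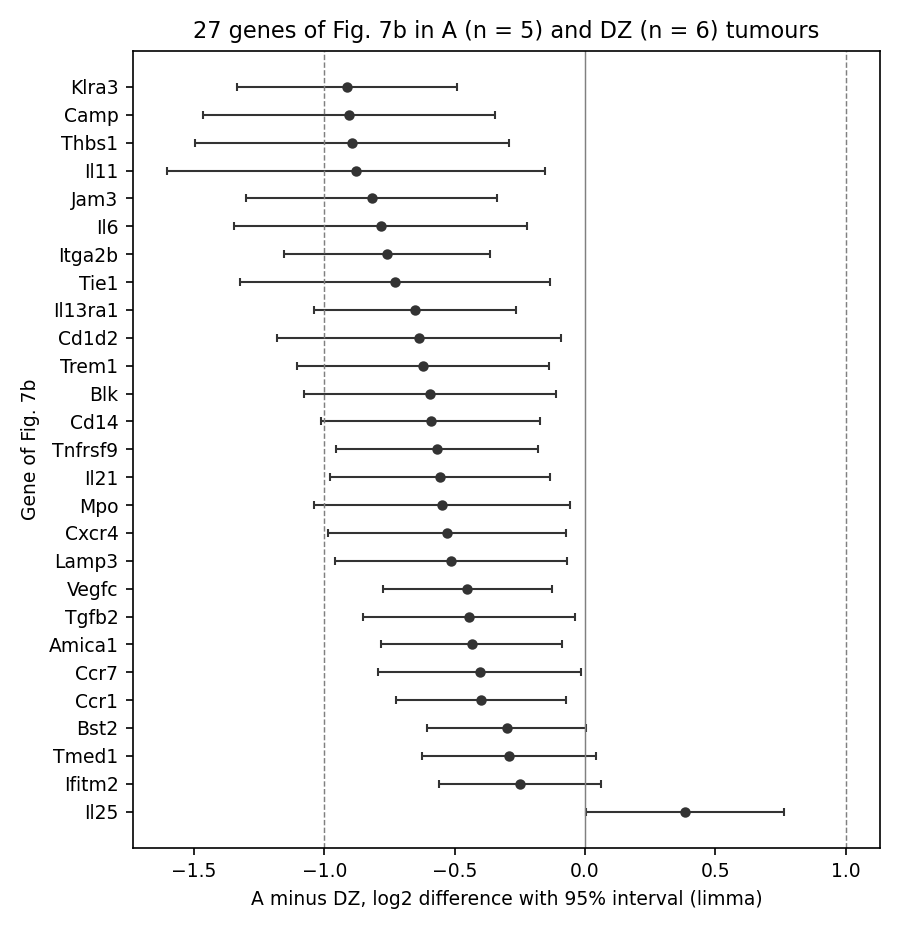
Difference of A from DZ (log2, x axis) for 27 of the 28 genes of Fig. 7b, each with its 95% confidence interval from limma (5 A and 6 DZ tumours). Dashed lines stand at a 2-fold difference, and no point lies beyond them.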

## Discussion

Herein, we show that microenvironment-derived IL-1B has opposite function at different sites: IL-1B supports the development of breast cancer bone metastasis, whilst also reducing tumour growth at the primary site. These results are concordant with our previous findings on the pharmacological inhibition of IL-1B signalling by repurposing Anakinra or Canakinumab, which is already approved for the treatment of auto-inflammatory diseases^11^. Inhibition of IL-1B signalling has been shown to have an anti-tumour effect in the CANTOS trial, in that patients with previous myocardial infarction and high C-reactive protein levels assigned to receive Canakinumab, displayed reduced lung cancer mortality^31,32^.

Here, we suggest that increased primary tumour growth upon IL-1B inhibition in the microenvironment is associated with microenvironment-derived IL-1B promoting the infiltration of innate immune cells that may display anti-tumour functions. These results align with data published by others, which demonstrate that inhibiting IL-1B signalling using the IL1R1 receptor antagonist reduces myeloid cell accumulation at the primary tumour site in E0771 syngeneic murine models^33^. Similarly, IL-1B has been found to promote the infiltration of monocytes and their differentiation into macrophages within the primary tumour^19^. In support of our findings that IL-1B drives the infiltration of innate immune cells with putative tumour-killing capacity, by inhibiting M2-like macrophages, we found a reduction in CD34^+^ blood vessels in tumours overexpressing IL-1B. We also observed that IL-1B promotes macrophage recruitment to the primary tumour site, potentially controlling macrophage polarisation and localisation. However, in contrast with our findings, macrophages recruited to the primary tumour have been described to differentiate towards a tumour-supporting phenotype^19^. We suggest that the use of different murine strains might explain this divergence. In melanoma models, IL-1B has been shown to increase the anti-tumour potential of T helper 1 (Th1) cells^34^. We assessed the infiltration of CD8+ T cells in primary tumours from wild-type and IL-1B overexpressing E0771 tumour cells in IL-1B^fl/fl^ and IL-1B^−/−^ microenvironments. We observed a shift in T cell infiltration (Supplementary Fig. 7). Interestingly, CD8^+^ T cell infiltration upon injection of IL-1B overexpressing E0771 cancer cells mirrored the infiltration pattern of F4/80^+^ macrophages. We speculate that this may further support our hypothesis that tumour-derived IL-1B restores an anti-tumour immune response. However, these trends were not statistically significant, hence the role of the adaptive immune system in our models remains to be determined. It is also important to consider that the in vivo models used in this work allow for a rapid development of primary tumour growth and bone metastasis, and therefore do not take into account the role of IL-1B in the context of chronic inflammation that associates with tumour development. To our knowledge, there are currently no immune competent mouse models that enable us to investigate effects of IL-1B on the indolent stage of bone metastasis or effects on slow growing tumours. However, our previously published data, using T cell deficient mice, have demonstrated that inhibiting IL-1B or IL1R signalling can both hold disseminated tumour cells in a dormant state in bone preventing metastatic outgrowth and slow down growth of established tumours in bone^13,15^. It should be noted that, our work does not take into account IL-1A. Indeed, IL1R1 can be activated by both IL-1B and IL-1A. In a transgenic model of luminal breast cancer, IL-1A is tumour-suppressive and correlates with better prognosis in patients^35^. A similar function for IL-1A and IL-1B has also been reported: IL-1A and IL-1B produced by breast cancer cells can display the same function by equally activating IL1R1 in lung fibroblasts, which support metastatic colonisation^36^. Further work is required to investigate the functional significance of this IL-1 family member in bone metastasis.

Our previous work suggests that IL-1B drives breast cancer metastasis in humanised models by inducing EMT at the primary tumour^11^. In line with these results, we found that overexpression of IL-1B signalling in murine mammary tumour cells reduced proliferation and increased migration in vitro, supporting the hypothesis that IL-1B drives EMT. In line with our results, immune cell-derived IL-1B promotes a mesenchymal phenotype in metastasis initiating cells and prevents metastatic colonisation, reducing the outgrowth of distant metastases^14^. However, only lung metastasis was investigated in this study, and IL-1B may have a different effect on MIC colonisation within bone.

In bone metastasis, IL-1B displays a tumour-supportive function and may control myeloid cell number. We speculate that in response to cancer-associated inflammation at the primary site, IL-1B is produced systemically and drives the mobilisation of immune cells from the bone marrow. This has the potential to reduce the number of immune cells patrolling bone, hence supporting the development of bone metastasis. In particular, in contrast to the primary tumour site, we found a decrease in neutrophil number. It has been proposed that IL-1B promotes the recruitment of anti-tumour neutrophils to the lung metastatic niche, consequently reducing metastasis^37^. This implies that IL-1B may have different effects on neutrophil recruitment in bone versus other sites, which is concordant with our data that microenvironment-derived IL-1B promotes the recruitment of anti-tumour neutrophils to the primary tumour site, but reduces recruitment to bone. However, published studies have demonstrated that microenvironment-derived IL-1B produced by macrophages induces the mobilisation of a different subset of neutrophils, with an immunosuppressive and pro-metastatic phenotype^16^ and that, in turn, extracellular traps produced by neutrophils induce IL-1B production by macrophages in inflammatory diseases^38,39^. It is to be considered that in the bone marrow of IL-1B^−/−^ mice the lack of bone metastases may be responsible for the increase of neutrophils. In cancer, neutrophils have been reported to have both anti-tumour and pro-tumour functions. The state of maturation of neutrophils can be different depending on the tissue, where they are located and their function in cancer can be different depending on their maturation state^40,41^. We used different markers to identify neutrophils, hence microenvironment-derived IL-1B may differentially regulate the recruitment of different subsets of neutrophils at different sites. In our model, IL-1B drives the recruitment of innate immune cells that may elicit an anti-tumour response, irrespective of the source. Both tumour and microenvironment-derived IL-1B induce the recruitment of immune cells with a pro-inflammatory, anti-tumour profile. Establishing the function of these immune cells requires future investigations.

The role of IL-1B in cancer is controversial. Although our work suggests that IL-1B drives the infiltration of innate immune cells with potential anti-tumour functions, others have found that IL-1B creates an immunosuppressive microenvironment that facilitates distant metastasis by enhancing the infiltration of myeloid-derived-suppressor cells, which suppress cytotoxic T cell and DC activity^19,42^. Hence, coupling anti-IL-1B treatment with immunotherapies could be beneficial. Current clinical trials are recruiting patients to investigate the safety and efficacy of the IL-1B antibody, Canakinumab, alongside immunotherapies such as the immune checkpoint inhibitors Spartalizumab and Pembrolizumab in breast cancer and other tumour types (ClinicalTrials.gov Identifier: NCT03484923, NCT03631199, NCT03968419, and NCT03742349). However, the function of IL-1B as a critical inflammatory cytokine driving the immune response to pathogens, and the risks associated with inhibiting its function in patients should be taken into account. Additionally, our data suggest that although inhibition of IL-1B has the potential to reduce bone metastasis, primary tumour growth may increase. Surgical resection of the primary tumour alongside IL-1B targeting may be appropriate.

Breast cancer patients with bone metastasis are commonly treated with the anti-resorptive agent Zol. Clinical trials have shown that adjuvant Zol in combination with chemotherapy reduces bone metastasis in patients with early breast cancer^25^. However, an increase in metastasis in other sites has been observed in pre-menopausal women receiving this treatment regime^25,43^. In addition, in line with other published reports^33^, Anakinra treatment, when administered alone, may enhance non-skeletal metastasis. Here, we found that combining standard of care with Anakinra reduces the growth of the primary tumour, bone metastasis as well as recurrence in other organs. Importantly, lung metastasis was significantly reduced upon combination treatment compared to Dox+Zol. Studies showing the use of Anakinra after administration of chemotherapy (Paclitaxel) have reported a slight reduction in primary tumour growth and an increase in lung metastasis^33^. This data may suggest that the timing of exposure to anti-IL1R1 treatment as well as the type of chemotherapy administered may play critical roles in the anti-tumour efficacy when combining with Anakinra. Doxorubicin is a known inducer of immunogenic cell death^44^, Zol has been reported to display pro-inflammatory functions^45,46^, whilst Anakinra is a well-known anti-inflammatory drug^47^. Interestingly, Zol has been reported to boost the immunogenicity of other forms of cell death, which are generally non-immunogenic, therefore boosting the host immune response against cancer^48^. By inhibiting IL-1A and IL-1B binding to IL1R1, Anakinra reduces the immunosuppression caused by myeloid-derived suppressor cells and impairs autoinflammation caused by IL-1A-dependent IL-1B stimulation^49,50^. Considering the immune-modulatory effects of each treatment, we sought to understand whether the combination treatment alters the immune response. We found that Anakinra displays an opposite immune-related signature compared to Dox and Zol. We suggest that Dox and Zol induce a pro-inflammatory anti-tumour response, that although initially beneficial, can lead to the onset of immunosuppression due to sustained inflammation and the development of a pro-tumour response. Hence, adding an anti-inflammatory drug like Anakinra is needed to halt this transition and rebalance an effective immune response against metastatic breast cancer. The combination therapy initiates a pro-inflammatory anti-tumour response that is subsequently exhausted (no detectable Granzyme B^+^ cells and influx of Treg cells) in mammary tumours. Combining Anakinra with standard of care Dox+Zol in pre-menopausal women may be beneficial in reducing the immune-suppressive effect of Oestrogen whilst boosting the anti-tumour effect of Dox+Zol. Oestrogen and Zol have opposite effects on the infiltration and action of T regulatory cells and polarisation of macrophages, with oestrogen interfering with Zol-driven anti-tumour immune response. This potentially explains the differential effect of Zol in pre-menopausal and post-menopausal women. We are currently investigating molecular mechanisms underpinning the differential effects of Zol in pre-menopausal and post-menopausal women^51^.

Here, we propose that combining Anakinra with standard of care treatment affects the immune response and as a result reduces primary tumour growth, bone metastasis and recurrence in other organs.

## Methods

### Animals

In vivo experiments were performed using 6–8-week-old female IL-1B^fl/fl^^52^ (control) or IL-1B^−/−^ mice (C57BL/6J background), IL1R1^fl/fl^ (control)^27^, IL1R1^−/−^ mice (C57BL/6J background)^27^, C57BL/6J and BALB/c. Ubiquitous knockout for IL-1B was obtained by backcrossing PGK;Cre; IL-1B^fl/fl^ to IL-1B^fl/fl^ mice (Supplementary Fig. 1). The knockout was confirmed by genotyping using the following primers:

PGK:Cre:

5′-GCATTACCGGTCGATGCAACGAGTGATGAG-3′,

5′-GAGTGAACGAACCTGGTCGAAATCAGTGCG-3′,

5′-GGACAGGACTGGACCTCTGCTTTCCTAGA-3′,

5′-TAGAGCTTTGCCACATCACAGGTCATTCAG-3′

IL-1B^fl/fl^:

GenoF1: TGTTGGGTGATCTCCGTTGA/GenoR1: TCTCCACAGCCACAATGAGT

IL-1B^−/−^:

Geno F1: TGTTGGGTGATCTCCGTTGA/Geno R2: CCCTGGCTGCTTTTATGACT.

Genotyping protocol for PGK:Cre and IL-1B were kindly provided by Dr. Allan Lawrie (University of Sheffield) and Dr. Emmanuel Pinteaux (University of Manchester), respectively. Genotyping was performed by BioServ UK Ltd. Reduced *Il-1b* gene expression in IL-1B^−/−^ mice was confirmed using real-time PCR (Supplementary Fig. 1C). Briefly, RNA was extracted from lung tissues of IL-1B^fl/fl^ and IL-1B^−/−^ naive mice. Lungs were homogenised in TRI reagent followed by centrifugation in QIAshredder columns (QIAGEN). Aqueous solution containing RNA was obtained by adding chloroform and RNA precipitated in isopropanol, according to the TRI reagent® protocol (Sigma-Aldrich). cDNA synthesis was performed using LunaScript RT SuperMix Kit following manufacturer’s instructions (New England BioLabs). Real-time PCR was performed using Taqman universal PCR master mix (4304437, Applied Biosystems) and 7900HT PCR system (Applied Biosystems) (Genomic Core Facility, University of Sheffield). To measure *Il-1b* expression, Taqman probe, Mm00434228_m1(ThermoFisher) was used. GAPDH and B-actin were used as housekeeping genes (GAPDH: Mm99999915_g1, B-actin: Mm02619580_g1, ThermoFisher). Fold change in gene expression was calculated using the ΔΔCT method. IL1R1^fl/−^ were kindly provided by Dr. Emmanuel Pinteaux (University of Manchester). IL1R1^fl/fl^ and IL1R1^−/−^ were obtained by IL1R1^fl/-^ incross and genotypes confirmed as previously described^27^. Food and water were provided ad libitum. Mice were maintained on a 12 h light:12 h dark cycle. In vivo procedures were conducted in accordance with local guidelines and with UK Home Office approval under Project License (PPL) 70/8964 or P99922A2E, University of Sheffield, UK.

#### Cell lines and in vitro studies

Murine mammary tumour E0771 Luc2 V5 GFP, E0771 Luc2 V5 IL-1B GFP, and E0771 Luc2 V5 IL1R1 cell lines were generated using lentiviral transduction (Supplementary Fig. 2). The following plasmids were used for overexpression studies: IL-1B (MR226719L4, Origene), IL1R1 (MR227508L4, Origene), GFP (17448 pLenti CMV GFP Puro (658-5), Addgene), Luciferase (21474 pLenti CMV V5-LUC Blast (w567-1), Addgene). For lentiviral transduction, HEK293T cells were transfected with one of the above expression vectors and packaging plasmids pMD2.G and psPAX2, kindly provided by R. Bishop (University of Sheffield). Twenty-four to forty-eight hours of post-transfection, viral particles were collected, filtered (0.45 µm) and stored at −80 °C. Virus concentration was measured using Lentivirus-Associated p24 ELISA Kit (VPK-107, Cell Biolabs). E0771 cells were seeded in a 24-well plate (2.5 × 10^4^/well) and lentivirus particles (2 moi) added with polybrene for 24 h. Puromycin (2 µg/ml) or Blasticidin (20 µg/ml) were used for selection. Overexpression of IL-1B and IL1R1 was confirmed via real-time PCR as previously described (Taqman probes: Mm00434228_m1 (*Il-1b*), Mm00434231_m1 (*Il1r1*), Mm99999915_g1 (*Gapdh*) and Mm02619580_g1 (*B-actin*)) and enzyme-linked immunosorbent assays (ELISA MAX^TM^ Deluxe Set Mouse IL-1B kit (BioLegend) and Mouse IL1R1 ELISA Antibody Pair Set (Sino Biological, SEK50807). Cell viability was assessed using MTT according to the manufacturer’s instruction (M5655-1G, Sigma-Aldrich). For cell migration, E0771 control, IL-1B overexpressing or IL1R1 overexpressing cells were incubated with 10 µg/ml Mitomycin C (Sigma-Aldrich, M-0503) for 3 h. Cells were collected, washed in PBS and resuspended in 0.1% w/v BSA RPMI 1640 (serum free). 1 × 10^5^ cells were added into the inner transwell (6.5 mm diameter inserts, 8 µl pore size, 3422, Costar) in a 24-well plate. Six hundred microliter complete medium was added to the main/outer well. Cell migration was quantified 24 h after seeding. Cells were fixed by washing the transwell membrane in 100% v/v ethanol (5 min) and stained with 1% w/v eosin (1 min) and haematoxylin solution (5 min). Membranes were mounted on slides using aqueous mounting solution (S3025, DAKO). Images of four different fields of view (FOV) were acquired from each cell line using Invitrogen^TM^ EVOS^TM^ FL auto imaging system (Thermo Fisher Scientific) (20× objective). Cell migration was quantified by image analysis using ImageJ.

Cell lines were cultured in RPMI 1640 Medium, GlutaMAX^TM^ (Gibco^TM^) containing 10% v/v foetal bovine serum (FBS). E0771 luc2 GFP and 4T1 luc2 were cultured in RPMI+10% v/v FBS (Gibco, Invitrogen). As described by ATCC, The E0771 mammary tumour was first reported in 1948 as a spontaneous mammary carcinoma arising in a C57Bl/6 mouse (https://www.lgcstandards-atcc.org/products/all/CRL-3461.aspx#generalinformation). E0771 luc2 GFP were kindly provided by Professor Sandra McAllister’s laboratory (Department of Medicine, Harvard Medical School, Boston, MA, USA). The E0771 cells used in the current study have been selected for their bone homing capabilities following two rounds of intra-cardiac tumour cell injection, in which bone metastatic clones have been isolated and re-injected. 4T1 luc2 were kindly provided by Ryan Bishop (Department of Oncology and Metabolism, University of Sheffield, UK).

All cell lines were cultured at 37 °C in a humidified incubator under 5% v/v CO_2_. Cells were routinely checked for mycoplasma infection.

### In vivo studies

#### Syngeneic model of primary tumour growth

12.5 × 10^4^ E0771 luc2 GFP, luc2 V5 GFP, IL-1B GFP, or IL1R1 GFP cells were engrafted via intra-ductal injection into IL-1B^fl/fl^, IL-1B^−/−^, IL1R1^fl/fl^, or IL1R1^−/−^ mice immediately following injection of 0.003 mg Vetergesic. Tumour growth was measured using bioluminescence-based in vivo imaging (IVIS Lumina II in Vivo Imaging System (PerkinElmer) and Living Image® 4.5.4 software), once per week, 2–4 min following subcutaneous injection of 6 mg/kg d-Luciferin (Invitrogen). BLI thresholds have been modified across experimental models to allow the visualisation of tumour-derived bioluminesce signal. Procedures were ended when tumour size reached 1 cm^3^ in either the control or treatment group and according to the original, planned, experimental protocol.

### Syngeneic model of experimental overt bone metastases

2.5 × 10^4^ E0771 luc2 V5 GFP, IL-1B GFP, or IL1R1 GFP cells were inoculated systemically via injection into the left cardiac ventricle of IL-1B^fl/fl^ or IL-1B^−/−^ mice. Tumour development in organs and bone was measured using bioluminescence imaging, as described above. Procedures were ended one week following detection of bone metastases.

#### Combination therapy

A syngeneic orthotopic model was used to study spontaneous breast cancer metastasis to bone. 1.25 × 10^5^ E0771 luc2 GFP were administered to 6–8 week-old C57BL/6J female mice via intra-ductal injection (4th mammary ducts). Mice were randomised 9 days after tumour cell injection to Placebo (P) (*n* = 8), Anakinra (*n* = 8), Doxorubicin and Zoledronic Acid (Dox and Zol) (*n* = 8) and Anakinra in combination with Dox and Zol (*n* = 8). Mice received a daily subcutaneous injection of Anakinra (1 mg/kg) or Placebo or intravenous 2 mg/kg/week Dox injection followed 24 h later by subcutaneous injection of Zol (100 µg/kg/week). Placebo and Anakinra (r-metHu1L-ra) were obtained from Amgen, Cambridge, UK. Dox and Zol were obtained from Pharmachemie B.V. and Novartis Pharma AG, respectively. Tumour growth was measured using bioluminescence-based in vivo imaging (IVIS Lumina II In Vivo Imaging System (PerkinElmer) and Living Image® 4.5.4 software) and using calipers. Mice were culled 23 days after tumour cell injection. Primary tumours were either fixed in 4% w/v PFA in phosphate buffered saline (PBS, PFA/PBS) or stored at −80% in FCS+10% v/v dimethyl sulfoxide (DMSO). Bones (hind limbs), lungs and liver were imaged ex vivo to detect metastasis.

In order to study overt bone metastasis, intra-cardiac injection of E0771 luc2 GFP (2.5 × 10^4^ cells) or 4T1 luc2 (0.5 × 10^5^ cells) was performed in 6–8 week old C57BL/6J or BALB/c (Charles Rivers), respectively. Mice were imaged using bioluminescence imaging before being randomised in the following treatment groups: Placebo (6–8 mice), Anankinra (6–8 mice), Dox and Zol (6–8 mice), Anakinra, Dox and ZOL (6–8 mice). Pharmacological treatments were started 3 days after tumour cell administration. Compound injections were performed as described for the spontaneous metastasis model. Metastasis formation was monitored using IVIS imaging, as described above. Mice were culled 16 days (E0771/C57BL/6J model) and 10–13 days after tumour cell injection (4T1/BALB/c model).

#### Sample collection

Primary tumours, tibiae, lungs, liver, and spleen were fixed in 4% w/v PFA/PBS for 48 h at 4 °C or stored at −80 °C in FBS+v/v 10% DMSO. Following blood collection, serum was obtained by centrifugation and stored at −80 °C. Bone marrow was collected from femurs via centrifugation and stored at −80 °C in 0.2 ml FBS+10% v/v DMSO.

#### Histology and immunohistochemistry

Fixed tissues were embedded in paraffin, sectioned at 3 µm and stained with H&E or used for immunohistochemistry (antibodies and antigen retrieval were performed as described in Supplementary Table 1). Briefly, paraffin-embedded sections were dewaxed and rehydrated. 3% v/v H_2_O_2_ in methanol was used to block internal peroxidase activity for 10 min, followed by antigen retrieval. Incubation with primary antibodies was overnight at 4 °C. Secondary antibodies were added for 30 min at room temperature (RT). ABC kit and DAB were used to amplify and visualise antibody binding prior to counterstaining with Gill’s Haematoxylin. Tissue sections were digitally scanned using Panoramic 250 Flash III slide scanner (3DHISTECH). Quantification of percentage of positive cells was performed using QuPath: Open source software for digital pathology image analysis^53^. Percentage of positive cells was calculated over the total number of cells (positive and negative for each cell marker assessed). These quantifications were performed considering the whole slide scanned.

#### Flow cytometry

Cryopreserved bone marrow was defrosted and washed in ice-cold PBS supplemented with 1% v/v FBS (FACS buffer). Samples were aliquoted and incubated with fluorochrome-conjugated antibodies and live/dead dye (Supplementary Table 2) (diluted 1:100) for 45 min on ice. After washing in FACS buffer, samples were resuspended in 500 µl FACS buffer. Data acquisition was performed on a BD LSRII™ flow cytometer and analysed using FlowJo, LLC. Gating strategy is reported in Supplementary Fig. 8.

#### µCT imaging

µCT analysis was carried out using a Skyscan 1172 X-ray–computed µCT scanner (Skyscan) equipped with an X-ray tube (voltage, 49 kV; current, 200 mA) and a 0.5-mm aluminium filter. Pixel size was set to 4.3 µm and scanning initiated from the top of the proximal tibia as described previously^22,24^.

#### NanoString nCounter™ gene expression profiling

To assess the immune profile of primary tumours upon treatment, the NanoString nCounter™ panCancer Immune profiling panel (NanoString Technologies) was used. Primary tumours were homogenised using QIAshredder (Catalogue number: 79654, Qiagen) and RNA isolated using RNeasy mini kit (Cat number: 74101, Qiagen). One hunderd and fifty nanogram RNA (50 ng/µl) was used for NanoString analysis, according to the manufacturer’s recommended protocols. Transcriptomic analysis was performed using nSolver^TM^ 4.0 and Advanced Analysis 2.0 (NanoString Technologies). Principal component analysis and differential gene expression testing between primary tumours treated with Anakinra or Dox and Zol was performed using Qlucore Omics Explorer. GO analysis was performed on differentially expressed genes in the Anakinra and Dox and Zol treatment groups, using g: Profiler (version e99_eg46_p14_f929183)^54^ and Metascape^55^. Genes were considered differentially expressed after setting *P*-value and FDR < 0.05 and absolute fold change ≥2. Cell-type deconvolution across treatment groups was performed in R; gene expression intensities were mean-centred across all samples before calculating raw cell-type signature scores as the mean average of log_2_ expression intensities for all genes in each cell-type signature. 

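The scores rest on 1 to 8 genes per cell type. B cells were scored on genes that include Blk, Ms4a1 and Tnfrsf17, T cells on the CD3 chains Cd3d, Cd3e and Cd3g with Cd6 and Sh2d1a, CD8+ T cells on Cd8a and Cd8b1, exhausted CD8+ T cells on Lag3, Cd244 and Eomes, and cytotoxic cells on Prf1, Gzma, Gzmb, Klrk1, Klrb1c, Klrb1, Klrd1 and Ctsw. Dendritic cells were scored on CD209e and Hsd11b1, macrophages on Cd68, Cd84 and Cd163, mast cells on Tpsab1 and Ms4a2, neutrophils on Csf3r and Fcgr4, and NK cells on Ncr1 and Xcl1. CD209e lay at or below the background in every P and ADZ tumour. CD45 (Ptprc), CD56dim NK cells (Il21r), Th1 cells (Tbx21) and Treg cells (Foxp3) rest on 1 measured gene each, so that these scores are the centred log2 level of that gene. The text of the paper cites the panel gene list without giving its genes, and the genes used here are the mouse counterparts on the panel of the published marker set for the same 14 types. Each gene was centred on its mean over the 23 tumours and each score is the mean over its genes. Groups were compared by an exact two-sided permutation test of the difference of means, with Benjamini-Hochberg adjustment over the 14 types of a comparison and 84 tests in all. The smallest p that 5 tumours against 6 allow is 0.00216, and 0.00108 for 6 against 6.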

Signatures genes for each cell type were determined with reference to Nanostring document LBL-10043-08 (nCounter PanCancer Immune Profiling Panel Gene List.xlsx).

### Statistical analysis

Data analysis were performed using GraphPad Prism 7.02 and 8.02 (GraphPad Software Inc.). Outliers were identified by ROUT (*Q* = 1%) test and removed before statistical analyses were conducted. Information on data sets and statistical analysis for each experiment is reported in the main text and figure legends. *P* < 0.05 was considered statistically significant. Graphs showing percentage of animals with metastases also display the number of mice with metastases over the total number of mice in each treatment group. Graphs displaying single data points can be found in Supplementary Fig. 9.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Data from the NanoString study have been deposited in NCBI’s Gene Expression Omnibus^56^ and are accessible through GEO Series accession number GSE174638.

## Code availability

All data analyses undertaken in R packages and functions contained therein, as described in the ‘Methods’ section.

# Supplementary material for: IL-1B drives opposing responses in primary tumours and bone metastases; harnessing combination therapies to improve outcome in breast cancer
**Source:** NPJ Breast Cancer. 2021 Jul 21;7:95. doi: 10.1038/s41523-021-00305-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures with Legends

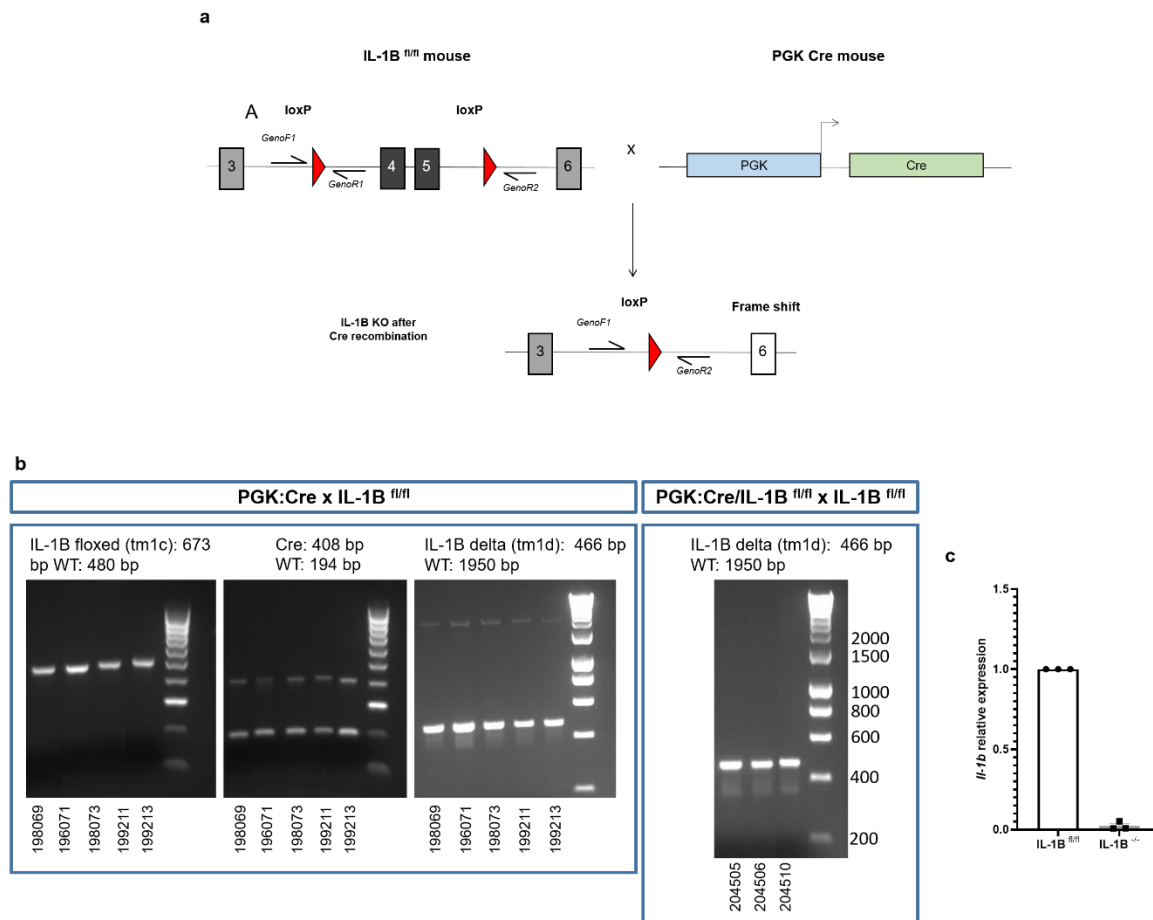

Supplementary Figure 1. Generation of IL-1B depleted mice. a) Diagram showing strategy to generate IL-1B ablated mice, generated by crossing mice in which exon 4-5 of the *Il-1b* gene is flanked with LoxP site (IL-1B^{fl/fl}) with mice expressing Cre recombinase under a ubiquitous phosphoglycerate kinase (PGK) promoter and then by backcrossing into IL-1B^{fl/fl} mice. b) A representative genotyping PCR result for the identification of PGK:Cre x IL-1B^{fl/fl} and IL-1B^{-/-} mice, using primers (Geno F1/R1), (Cre) and (Geno F1/R2) (primer sequences in Methods section), is shown. c) Real-time PCR analysis from lungs isolated from IL-1B^{fl/fl} and IL-1B^{-/-} was performed to confirm IL-1B deletion. All gels derive from the same experiment and they were processed in parallel.

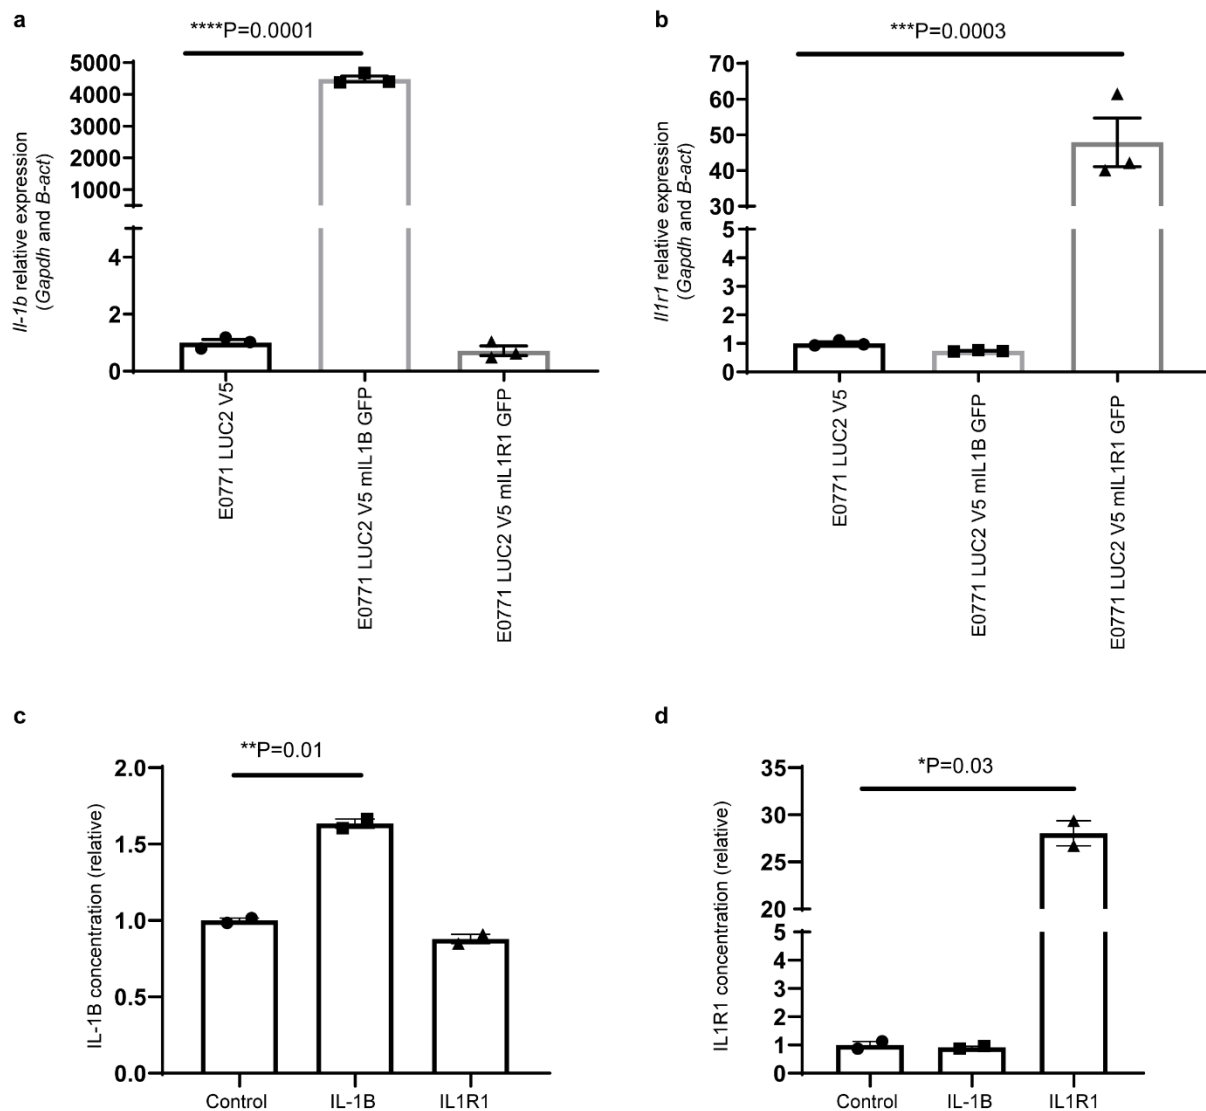

Supplementary Figure 2. Validation of IL-1B and IL-1R1 over-expression in E0771 cells. a) *Il-1b* relative expression in IL-1B over-expressing, IL1R1 over-expressing and control E0771 cell lines measured by Real-time PCR. b) *Il1r1* relative expression in IL-1B over-expressing, IL1R1 over-expressing and control E0771 cell lines measured by Real-time PCR. Data are shown as mean $\pm$ SEM, One-way ANOVA with Dunnet's post hoc test. c) Quantification of IL-1B protein levels in IL-1B over-expressing, IL1R1 over-expressing and control E0771 cell lines using ELISA. d) Quantification of IL1R1 protein levels in IL-1B over-expressing, IL1R1 over-expressing and control E0771 cell lines using ELISA. Data are mean $\pm$ SEM, Two-tailed Unpaired t-test with Welch's corrections.

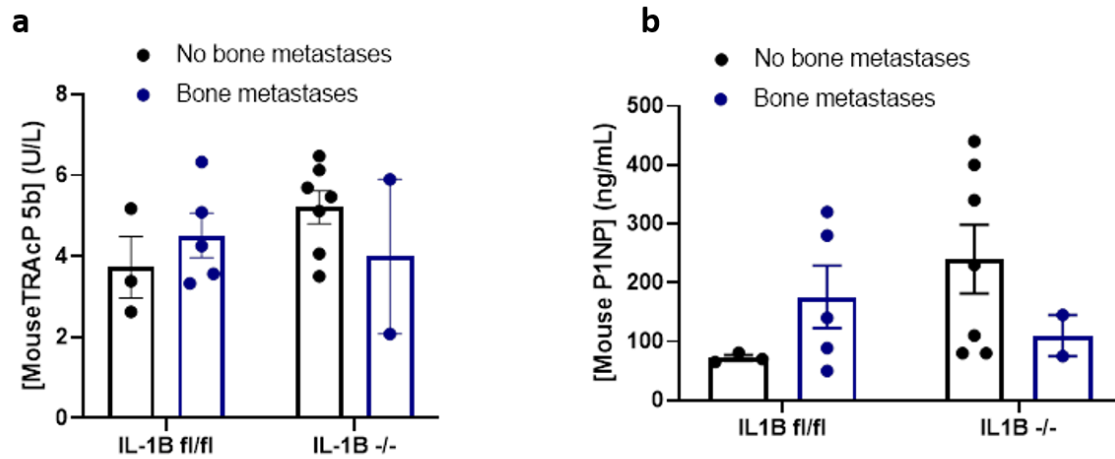

Supplementary Figure 3. IL-1B does not affect the activity of osteoclasts and osteoblasts in mice injected with tumour cells. a) Osteoclast and b) osteoblast activity (TRAcP and P1NP ELISA, respectively) in IL-1B^{fl/fl} and IL-1B^{-/-} mice injected with tumour cells. Samples were grouped in no bone metastases and bone metastases based on bioluminescence imaging performed *ex vivo*. Data are mean $\pm$ SEM. Two-way ANOVA with Sidak's multiple comparison tests.

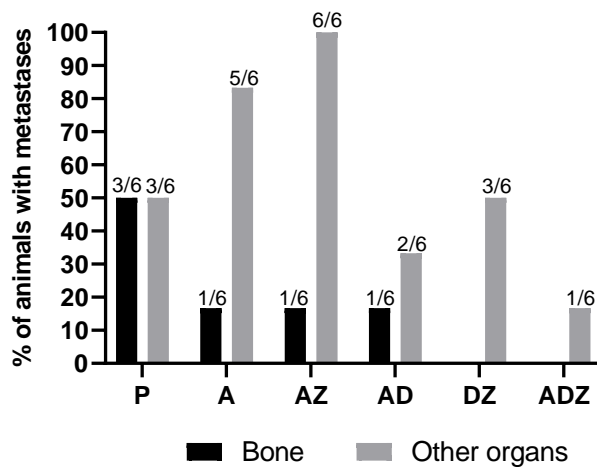

Supplementary Figure 4. Combining Anakinra with Dox+Zol is superior at inhibiting bone metastasis when compared to Anakinra+Zol and Anakinra+Dox. This graph shows the percentage of animals with metastases upon intra-cardiac (IC) injection of wild-type E0771 in C57BL/6J mice treated with Placebo (P), Anakinra (A), Anakinra+Zol (AZ), Anakinra+Dox (AD), Dox+Zol (DZ), Anakinra+Dox+Zol (ADZ). This graph shows the same dataset represented in Figure 6H, with the addition of the treatment groups Anakinra+Zol and Anakinra+Dox. The percentage of animals showing metastases is calculated based on n=6 mice in each treatment group and the number of animals showing metastasis is displayed on each bar.

A

GO: Biological Process	Adjusted P-value	Intersections
immune system process	2.83E-09	BLK,BST2,CAMP,CCR1,CCR7,CD14,IFITM2,IL21,IL25,IL6,ITGA2B,JAM3,LAMP3,MPO,SELL,TGFB2,THBS1,TREM1,VEGFC
immune response	1.31E-07	BLK,BST2,CAMP,CCR1,CCR7,CD14,IFITM2,IL21,IL25,IL6,JAM3,LAMP3,TGFB2,THBS1,TREM1
response to cytokine	4.58E-07	BST2,CAMP,CCR1,CCR7,CD14,CXCR4,IFITM2,IL13RA1,IL6,LAMP3,THBS1,VEGFC
cytokine production	9.55E-07	BST2,CAMP,CCR7,CD14,IL21,IL25,IL6,TGFB2,THBS1,TNFRSF9,TREM1
response to external stimulus	2.19124E-06	BST2,CAMP,CCR1,CCR7,CD14,CXCR4,IFITM2,IL21,IL25,IL6,JAM3,MPO,SELL,TGFB2,THBS1,TREM1,VEGFC
regulation of localization	2.65398E-06	BLK,BST2,CAMP,CCR1,CCR7,CD14,CXCR4,IL11,IL6,ITGA2B,JAM3,SELL,TGFB2,THBS1,TIE1,TNFRSF9,VEGFC
cell chemotaxis	3.21569E-06	CCR1,CCR7,JAM3,SELL,TGFB2,THBS1,TREM1,VEGFC
regulation of immune system process	4.41171E-06	BLK,BST2,CCR1,CCR7,CD14,IL21,IL6,ITGA2B,JAM3,SELL,TGFB2,THBS1,VEGFC
regulation of cell migration	5.82111E-06	BST2,CCR1,CCR7,CXCR4,ITGA2B,JAM3,SELL,TGFB2,THBS1,TIE1,VEGFC
myeloid leukocyte migration	7.03442E-06	CCR1,CCR7,JAM3,SELL,TGFB2,TREM1,VEGFC

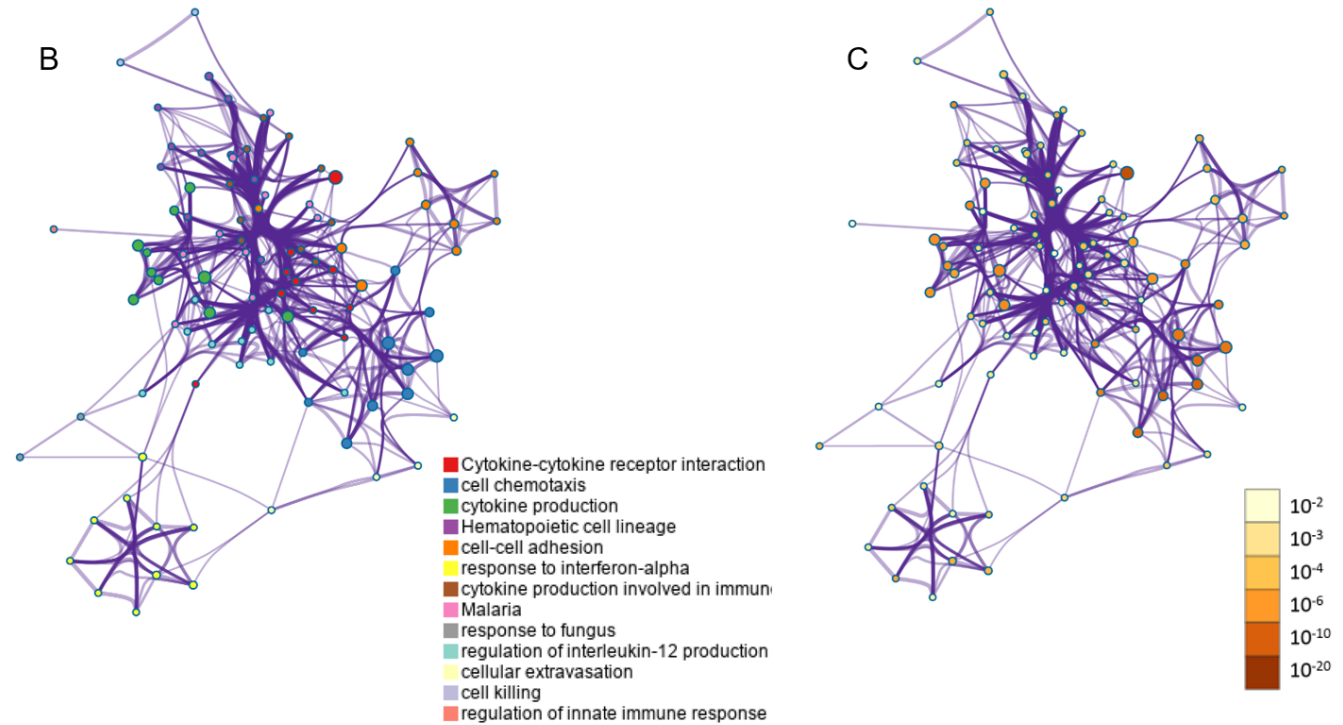

Supplementary Figure 5. GO analysis Anakinra vs Doz+Zol. a) The table displays the enrichment of the top10 immune-related GO terms (biological process) following treatment of tumour-bearing mice with A or DZ. b) Network of enriched terms colored by cluster ID. Nodes sharing the same cluster ID are closed to each other. c) Network of enriched terms colored by p-value. Terms containing more genes have a more significant p-value. Analysis in a) was performed using g: Profiler. Analysis in b) and c) was performed using Metascape.

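The genes behind the GO terms of the table include receptors, adhesion molecules and cytokines of leucocytes, and 23 of the 24 were lower in the A than in the DZ tumours. Il13ra1, a chain of the IL-13 receptor, differed by −0.65 log2 units (A minus DZ, standard error 0.18, adjusted p = 0.511), and Cd14, the monocyte co-receptor for lipopolysaccharide, by −0.59 (standard error 0.19). Trem1 differed by −0.62, Blk, a kinase of B cells, by −0.59, Tnfrsf9, the costimulatory receptor 4-1BB, by −0.57, Lamp3, a marker of mature dendritic cells, by −0.51, Tgfb2 by −0.44, and the interferon-stimulated genes Bst2 by −0.30 and Ifitm2 by −0.25. Il25 was the member that was higher in A, by 0.38 (standard error 0.17), and its mean, like those of Blk and Lamp3, lay at or below the background. The list had a mean of −0.56, and 5 of 5 A tumours lay below the mean of DZ. It was −0.32 after recentring on the panel median and −0.37 after quantile normalization. No member passed an adjusted p of 0.05 over the 770 genes, and 21 did when adjusted over the list alone. Against the rest of the panel, camera gave adjusted p = 2.14e-24, and adjusted p = 0.00591 with an estimated correlation. Fry, which sets the list against no change and not against other genes, gave adjusted p = 0.00173. The study chose these genes on the same tumours for differing between A and DZ, so the list is not independent evidence of its direction. The table lists for each GO term the genes of the differentially expressed set that carry it, and the networks join terms that share genes.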

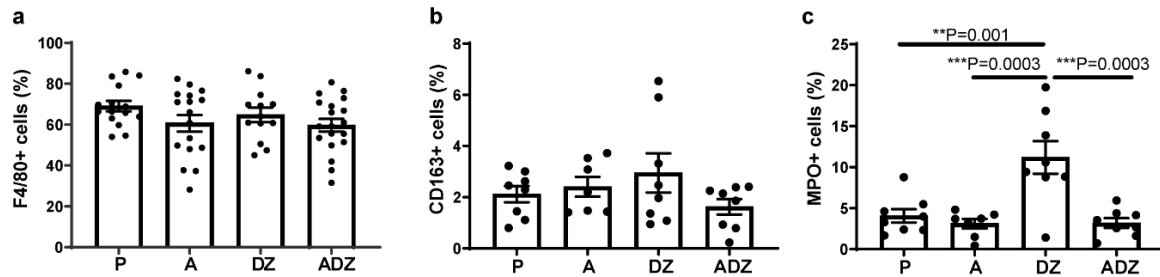

Supplementary Figure 6. Innate immune cell infiltration in primary tumours upon single and combination treatments. Immunohistochemistry for a) F4/80⁺ macrophages, b) CD163⁺ macrophages, c) MPO⁺ neutrophils. Scoring of positive and negative cells is performed on one or more sections from each mammary tumour collected from mice treated with Placebo, Anakinra, Dox+Zol, Anakinra+Dox+Zol. Data are mean $\pm$ SEM. One-way ANOVA with Tukey's multiple comparisons test.

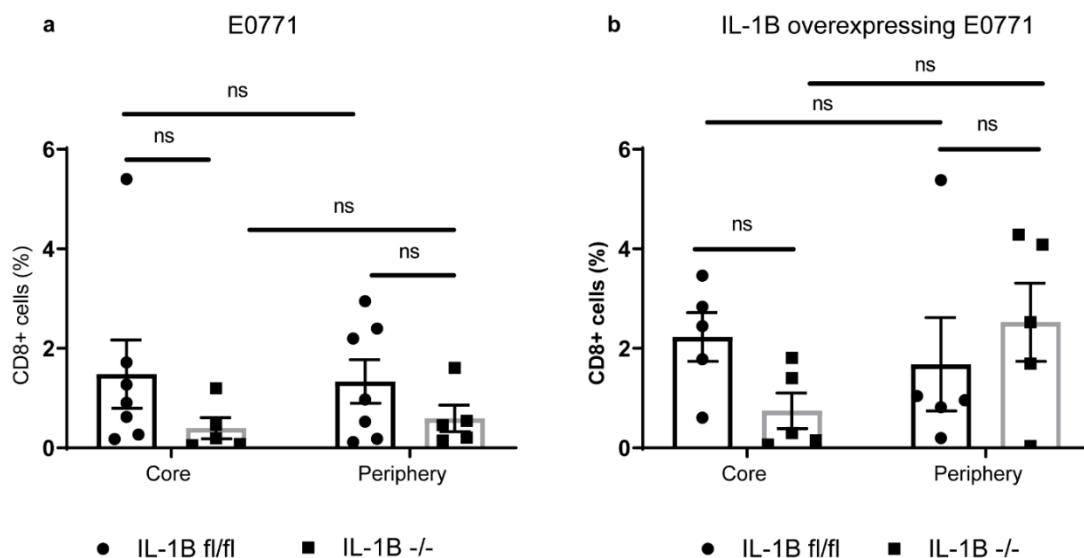

Supplementary Figure 7. CD8⁺ T cells in primary tumours in IL-1B^{fl/fl} and IL-1B^{-/-} mice. CD8⁺ T cell infiltration in the core and periphery of primary tumours originated from a) wild-type and b) IL-1B overexpressing E0771 cells injected in IL-1B^{fl/fl} and IL-1B^{-/-} mice. The number of T cells has been determined in whole tumour sections and percentages calculated over the number of negative cells. a) Core and periphery (IL-1B^{fl/fl} n=7; IL-1B^{-/-} n=5); b) Core and periphery (IL-1B^{fl/fl} n=5; IL-1B^{-/-} n=5) Data are mean $\pm$ SEM. Two-way ANOVA with Sidak's multiple comparison tests.

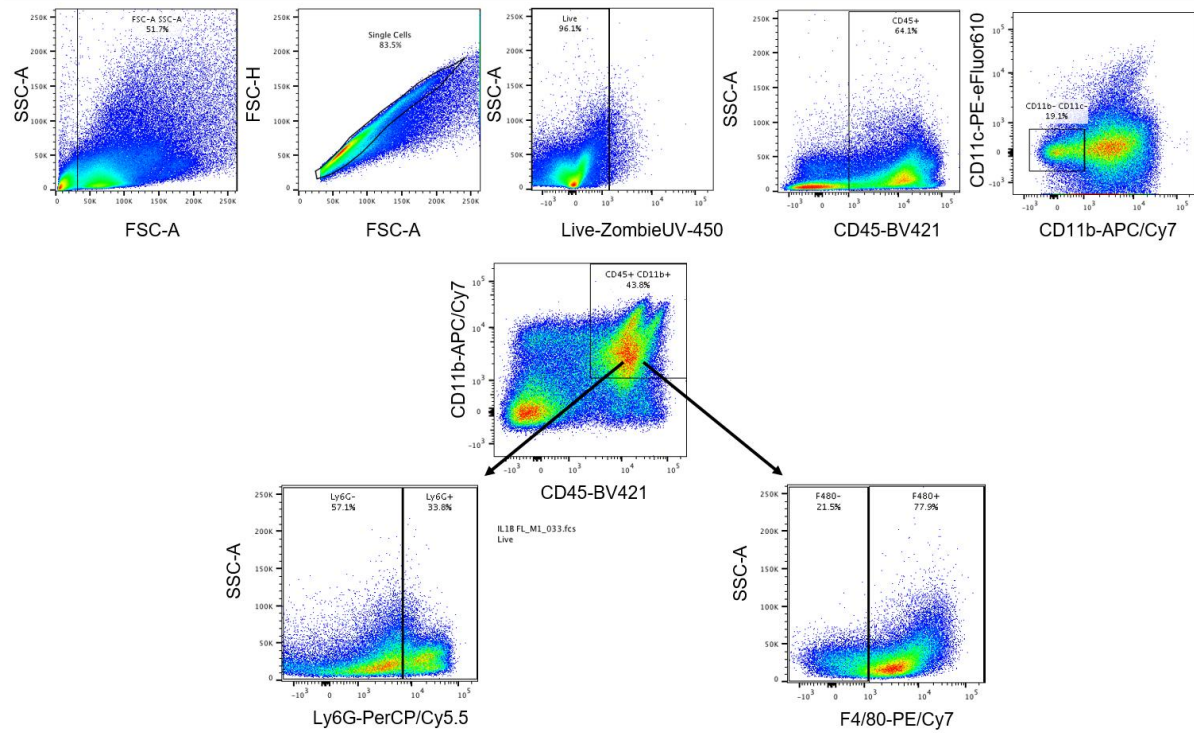

Supplementary Figure 8. Gating strategy. Representative dot plots illustrating the gating strategy for the identification of immune cell populations isolated from the bone marrow of tumour-bearing IL-1B^{fl/fl} and IL-1B^{-/-} mice.

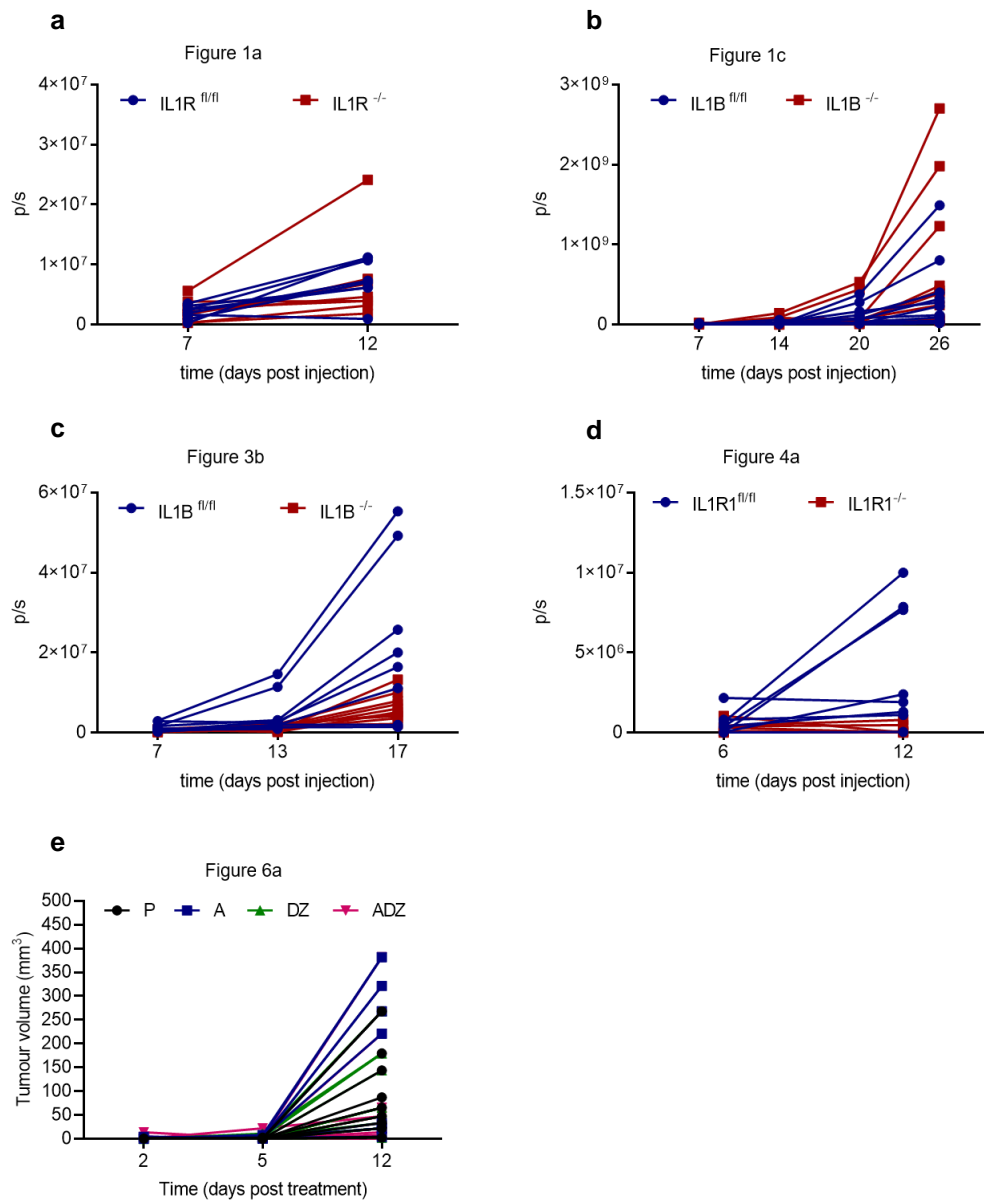

Supplementary Figure 9. Single data point graphs. Quantification of tumour growth using BLI. Graphs showing single data points are generated using the same datasets displayed in the main manuscript: a) Figure 1a; b) Figure 1c; c) Figure 3b; d) Figure 4a; e) Figure 6a

Supplementary Table 1

Primary antibody	Antigen retrieval	Dilution	Catalogue number	Secondary antibody	Dilution	Catalogue number
Rat anti-F4/80 (clone Cl: A3-1)	10µg/ml proteinase K	1:80	MCA497 (Serotec)	Biotinylated goat anti-rat	1:500	112-066-003, Jackson ImmunoResearch
Rabbit anti-iNOS	Citrate buffer	1:200	Ab15323, Abcam	Biotinylated anti-rabbit	1:500	111-066-003, Jackson ImmunoResearch
Rabbit anti-CD163 (clone EPR19518)	TRIS-EDTA (pH 9)	1:200	Ab182422, Abcam	Biotinylated anti-rabbit		
Rabbit anti-MPO	Citrate buffer	1:200	Ab9535, Abcam	Biotinylated anti-rabbit		
Rat-anti CD8a (clone 4SM15)	Citrate buffer	1:200	14-0808-80 (Invitrogen)	Biotinylated goat anti-rat	1:500	112-066-003, Jackson ImmunoResearch
Rabbit anti-Granzyme B	Citrate buffer	1:100	ab4059 Abcam	Biotinylated anti-rabbit	1:500	111-066-003, Jackson ImmunoResearch
Rat anti-CD34 (clone MEC14.7)	Citrate buffer	1:100	MCA1825 BioRad (Serotec)	Biotinylated goat anti-rat	1:500	112-066-003, Jackson ImmunoResearch
Mouse anti-PCNA (clone pc-10)	Citrate buffer	1:100	Santa-Cruz, cat no. sc56	Biotinylated anti-mouse IgG	1:250	M.O.M Kit (BMK-2202)
Rabbit anti-Cleaved Caspase 3	Citrate buffer	1:200	AF835 (VectorLabs)	Biotinylated anti-rabbit	1:500	111-066-003, Jackson ImmunoResearch

Supplementary Table 2

	**Fluorophore**	**Catalogue number<br>(BioLegend)**	**Dilution**
Viability	Zombie UV	423107	1:100
CD45 (clone 30-F11)	BV421 ^{TM}	103134	1:100
CD11b (clone M1-70)	APC/Cy7 ^{TM}	101217	1:100
Ly6G (clone 1A8)	PerCP/Cy5.5 ^{TM}	127616	1:100
F4/80 (clone BM8)	PE/Cy7 ^{TM}	123114	1:100
CD11c (clone N418)	PE-eFluor610 ^{TM}	61-0114082	1:100

# Supplementary material for: IL-1B drives opposing responses in primary tumours and bone metastases; harnessing combination therapies to improve outcome in breast cancer
**Source:** NPJ Breast Cancer. 2021 Jul 21;7:95. doi: 10.1038/s41523-021-00305-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Bioluminescence in vivo imaging was performed using IVIS Lumina II in Vivo Imaging System (PerkinElmer) and Living Image® 4.5.4 software. FACS DIVA software was used to collect flow cytometry data, acquired by using a BD LSRIII™ flow cytometer (Flow Cytometry Core Service, University of Sheffield). Real-time PCR was performed using 7900HT PCR system (Applied Biosystems) (Genomic Core Facility, University of Sheffield). ELISAs and Cell viability (MTT cell proliferation assay) were assessed using EnSight multimode Plate reader (PerkinElmer). μCT analysis was carried out using a Skyscan 1172 X-ray-computed μCT scanner (Skyscan) equipped with an X-ray tube (voltage, 49 kV; current, 200 mA) and a 0.5-mm aluminum filter. Tissue sections were digitally scanned using Panoramic 250 Flash III slide scanner (3DHISTECH). Cell migration images were acquired using Invitrogen™ EVOS™ FL auto imaging system (Thermo Fisher Scientific).
Data analysis	Living Image® 4.5.4 software was used to analyse bioluminescence in vivo images. FlowJo v10 was used to analyse flow cytometry data and perform gating strategy. Data analysis were performed using GraphPad Prism 7.02 and 8.02 (GraphPad Software Inc.). μCT image analysis was carried out using Skyscan NRecon Reconstruction software and CTVOX. Nanostring analysis was performed using nSolver™ 4.0 and Advanced Analysis 2.0 (NanoString Technologies) and R. Quantification of percentage of positive cells on tissue sections after Immunohistochemistry was performed using QuPath: Open source software for digital pathology image analysis. Cell migration images were analysed using ImageJ.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Data from the NanoString study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE174638.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For in vivo experiments, power calculations were carried on based on previous experience with mouse models of intra-ductal and intra-cardiac tumour cell injections (Tulotta et al, Clinical Cancer Res 2019; Eyre et al., Nat Commun 2019; Lefley et al., Breast Cancer Res 2019)
Data exclusions	Outliers were identified by ROUT (Q=1%) test in GraphPad and removed before statistical analyses were conducted. This exclusion criteria was pre-determined.
Replication	In vivo experiments conducted in IL-1B KO, IL1R1 KO and relative controls: considering the variability in the litter size and in order to reach the recommended sample size, tumour cell injection was performed on multiple days (with the same cell suspension been injected in both KO and fl/fl on the same day). The combination therapy was performed using 2 different mouse models of breast cancer and 2 different tumour cell lines.
Randomization	For intervention studies, animals were injected with tumour cells, imaged and randomised in groups prior to the start of the pharmacological treatment.
Blinding	Scoring of tissue sections after immunohistochemistry was performed by using an automated analysis method, by setting a signal threshold in Qpath to be used in every section of the same experiment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies used for Immunohistochemistry: Rat anti-F4/80 (clone Cl: A3-1) MCA497 (Serotec); Rabbit anti-iNOS Ab15323, Abcam; Rabbit anti-CD163 (clone EPR19518) Ab182422, Abcam; Rabbit anti-MPO Ab9535, Abcam; Rat-anti CD8a (clone 4SM15) 14-0808-80 (Invitrogen); Rabbit anti-Granzyme B ab4059 Abcam; Rat anti-CD34 (clone MEC14.7) MCA1825 BioRad (Serotec); Mouse anti-PCNA (clone pc-10) Santa-Cruz, cat no. sc56; Rabbit anti-Cleaved Caspase 3 AF835 (VectorLabs); Biotinylated goat anti-rat 112-066-003, Jackson ImmunoResearch; Biotinylated anti-rabbit 111-066-003, Jackson ImmunoResearch; Biotinylated anti-mouse IgG M.O.M Kit (BMK-2202).

Antibodies for flow cytometry (BioLegend): Viability Zombie UV (Catalogue number: 423107); CD45 (clone 30-F11) BV421™ (Catalogue number: 103134); CD11b (clone M1-70) APC/Cy7™ (Catalogue number: 101217); Ly6G (clone 1A8) PerCP/Cy5.5™ (Catalogue number: 127616); F4/80 (clone BM8) PE/Cy7™ (Catalogue number: 123114); CD11c (clone N418) PE-eFluor610™ (Catalogue number: 61-0114082).

Validation

Antibodies for flow cytometry were validated for target species (mouse) using FMOs, single stains and compensation beads. Staining specificity in immunohistochemistry was tested on tissue sections by comparison with a negative control (only secondary antibody). Tissue sections were used as a positive control, when available. All antibodies were pre-validated by each supplier.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

As described by ATCC, The E0771 mammary tumor was first reported in 1948 as a spontaneous mammary carcinoma arising in a C57BL/6 mouse (<https://www.lgcstandards-atcc.org/products/all/CRL-3461.aspx#generalinformation>). E0771 luc2 GFP were kindly provided by Jessalyn Ubellacker, from Professor Sandra McAllister's laboratory (Department of Medicine, Harvard Medical School, Boston, MA, USA). The E0771 cells used in the current study have been selected for their bone homing capabilities following two rounds of intra-cardiac tumour cell injection, in which bone metastatic clones have been isolated and re-injected. 4T1 luc2 were kindly provided by Ryan Bishop (Department of Oncology and Metabolism, University of Sheffield, UK). E0771 Luc2 V5 GFP, E0771 Luc2 V5 IL-1B GFP and E0771 Luc2 V5 IL1R1 cell lines were generated using lentiviral transduction as described in the Materials and Methods section of the manuscript.

Authentication

Cell lines were not authenticated. E0771 luc2 v5 GFP, IL-1B GFP and IL1R1 GFP were all made from the same parental line.

Mycoplasma contamination

Cells were routinely checked for mycoplasma infection, using a EZ PCR™ Mycoplasma Detection Kit (Biological Industries).

Commonly misidentified lines (See [ICLAC](#) register)

No misidentified cell lines were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

In vivo experiments were performed using 6-8-week-old female IL-1Bfl/fl (control) or IL-1B -/- mice (C57BL/6J background), IL1R1fl/fl (control), IL1R1 -/- mice (C57BL/6J background), C57BL/6J and BALB/c. Ubiquitous knockout for IL-1B was obtained by backcrossing PGK;Cre; IL-1Bfl/fl to IL-1Bfl/fl mice.

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

In vivo procedures were conducted in accordance with local guidelines and with UK Home Office approval under Project License (PPL) 70/8964 or P99922A2E, University of Sheffield, UK.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Cryopreserved bone marrow was defrosted and washed in ice-cold PBS supplemented with 1% v/v FBS (FACS buffer). Samples were aliquoted and incubated with fluorochrome-conjugated antibodies and live/dead dye (Supplementary Table 2) (diluted 1:100) for 45 min on ice. After washing in FACS buffer, samples were resuspended in 500 µl FACS buffer.

Instrument

Experiments were performed using a BD LSRII™ flow cytometer (FACS Diva software)

Software

Analysis and gating strategy were performed using FlowJo software v10 (FlowJo LLC)

Cell population abundance

No cell sort was performed

Gating strategy

The FSC-A/SSC-A gate was used to include all cells and exclude debris based on cell morphology. Doublets (FSC-H/FSC-A)

Gating strategy

and dead cells (SSC-A/ZombieUV-450) were excluded. Immune cells were then gated based on their specific markers, as shown in the Gating Strategy in Supplementary Figure 7.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

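RNA from 23 E0771 luc2 GFP primary tumours of C57BL/6J mice (6 P, 5 A, 6 DZ and 6 ADZ) was measured on the nCounter panCancer mouse immune profiling panel. The authors processed the counts in nSolver 4.0 with Advanced Analysis 2.0, and the deposited table holds log2 values with 1 column per tumour. Its 784 lines are 750 endogenous genes, 20 reference genes, 6 positive and 8 negative controls. The mean of the reference genes is 11.4 log2 units in each tumour, so that the values are log2 of counts times 1 factor per tumour, from 0.759 to 1.57. The controls are listed as whole counts on the log2 scale without that factor. The paper's text does not state whether background was subtracted, and 6 log2 values of exactly 0, all in tumours with a factor under 1, are no whole multiples of the factor. They were kept as they are, and taken as 0 where counts were recovered. Of the 770 gene symbols, 754 matched the reference annotation, a further 8 matched through synonyms and 8 did not match. No aligner or genome build applies to these values.

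Depth was recovered by dividing out the factor, which gave totals of 882537 to 1677295 gene counts per tumour (median 1206575). The background of a tumour was the mean of its 8 negative controls plus 2 SD, times its factor, and ranged from 4.06 to 5.37 on the log2 scale. A median of 130 of the 770 genes lay at or below it. No filter on low values was applied in the main setting. Pearson correlations between tumours over the panel ran from 0.850 to 0.992, and no 2 columns were equal. Replicate numbers were tested for pairing by the correlation of like-numbered tumours after removal of group means. Above 0.1 lay 1 of 5 pairs for A and DZ, 4 of 5 for A and P, 1 of 6 for DZ and P, 1 of 6 for ADZ and P, 3 of 6 for ADZ and DZ and 2 of 5 for ADZ and A, so the numbers were not used as pairs, and the replicate number as a block was run as an alternative. The labels give no batch.

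Genes were compared on the deposited log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over the 770 genes within a comparison). A and DZ were fitted on their 11 tumours, and A, DZ and ADZ against P, ADZ against DZ and A, and the interaction on all 23 tumours. The test was run on simulated data of the same sizes, in which 1 of 570 unchanged genes was called for A and DZ, and 2-fold differences were recovered for 70.1% of genes between A and P, 65.7% between DZ and P, 73.1% between ADZ and P, 77.6% between ADZ and DZ, 71.6% between ADZ and A and 50.7% for the interaction. The simulated noise was independent between genes, so that these shares need not hold for genes that vary together. The thresholds of the paper are an adjusted p of 0.05 and a 2-fold difference. The 20 gene lists were the genes of Supplementary Fig. 5a (paper GO intersections), the IL-1 family and inflammasome, NF-kB inflammatory genes, interferon-stimulated genes, chemokines, chemokine receptors, interleukins, MHC class I and class II presentation, immune checkpoints and costimulation, complement, endothelial cells and angiogenesis, platelets, immature neutrophil granules, lymph node, epithelial and tumour cells, fibroblasts and matrix, apoptosis and p53, cell cycle, and the panel reference genes. They were tested with camera at its preset correlation, with camera at an estimated correlation and with fry, with Benjamini-Hochberg adjustment over the 20 lists of a comparison. The first list was chosen by the study on the A and DZ tumours.

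Cell type scores followed the methods of the paper, with genes centred over the 23 tumours. The 14 marker lists are mouse counterparts of the published set, since the text of the paper does not list its signature genes. Scores, the mean of the scores and PC1 were compared by exact two-sided permutation tests, and the correlation of A minus P with ADZ minus DZ by 100000 permutations of labels. The correlation of A minus P with DZ minus P was set against 2000 simulations of unchanged groups that share the placebo tumours and against placebo tumours split 3 and 3. Principal components and clustering used the A and DZ tumours. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3.

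The genes named are, for each comparison, those past the adjusted threshold or, as fewer than 5 passed, the 5 with the smallest p, the genes of Fig. 7b and Supplementary Fig. 5a, Il1a, Il1b, Il1r1, Il1r2, Il1rn, Il1rap, Ptprc, Cd8a, Cd8b1, Gzmb, Foxp3, Tbx21 and Mpo, and the genes of the scores discussed, and some genes under this rule are not reported here. The paper's figures had been seen when this rule was written. The rule, the lists, the markers, the comparisons and their tests, and the alternatives were set before the data were examined, apart from those said to have been chosen later. The alternatives were a pseudocount of 1, filters at a mean of 20 and of 50 normalized counts, recentring on the panel median or on the reference genes, quantile normalization, other tumours in the fit, an ordinary linear model, limma with an intensity trend and robust moderation, a replicate block, the unadjusted threshold with the fold limit, wider marker lists, scaled scores, unscaled principal components, other linkages and leaving out each tumour in turn. A pseudocount of 20, values raised to the background, voom on recovered counts, the unadjusted threshold without a fold limit, principal components of the 28 genes of Fig. 7b, placebo tumour 4 left out on its own and a search over thresholds were chosen after the values were seen. Immunohistochemistry, tumour growth and metastasis have no deposited values and were left out.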

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

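The test of low reference gene counts as the whole cause of the scores of placebo tumour 4 was chosen only after the result was seen. In each group the tumour farthest from the others was set against the range of its group, for the 14 cell type scores, their mean, the panel median and the gene lists. Its gap to the nearest tumour exceeded Dixon's 95% limit in 16 of 140 groups, where chance gives about 7, and 14 of the 16 were placebo tumour 4. Its scores lay far above those of the other placebo tumours for B cells (3.68 log2 units, where the next was −0.048), CD56dim NK cells (2.68), dendritic cells (2.40), macrophages (2.34), CD8+ T cells (1.89), T cells (1.75) and exhausted CD8+ T cells (0.61), and for the mean of the 14 scores (1.56). The same held for its lymph node list (3.68), complement list (1.57), platelet list (1.40), chemokine list (1.39) and chemokine receptor list (1.27), and for its panel median of 9.09, where the next was 8.32.

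Lymph node tissue is a candidate explanation for placebo tumour 4, since the mammary fat pad of mice holds a lymph node. After recentring on the panel median its lymph node list stood 2.69 log2 units above the highest other placebo tumour (SD of the others 0.29), and 17 of 17 of the list's genes were higher than in all other placebo tumours, led by Glycam1 (6.40 above their mean), Ccl21a (6.19), Cxcl13 (6.05) and Ms4a1 (5.94), though 11 of the 17 are also on other lists, 5 lay above the background in all of the other 22 tumours and 2 are in Fig. 7b. Low reference gene counts, which would scale up all panel genes alike, are argued against as the whole cause, because after the recentring the mean of its 14 scores still lay 0.50 above the highest other placebo tumour (SD 0.25). As part of the cause they cannot be told apart, since the epithelial and tumour cell list lay −0.46 from the shift of the panel median with an SD of 0.34 between the other placebo tumours. Fat or stroma around the tumour stays open too, with Cfd (adipsin) 5.72 above the other placebo tumours, and as the 6 placebo tumours share 1 condition no biological explanation through treatment was tested.

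In A tumour 1 the interleukin list stood at −0.32, where the next A tumour was at −0.077. In ADZ tumour 2 the list of Supplementary Fig. 5a stood at −0.36, where the next ADZ tumour was at −0.082.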

How the results depend on the processing

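A pseudocount of 20, values raised to the background, voom, the ordinary linear model without a fold limit, the 28 genes alone and placebo tumour 4 on its own were chosen after the values were seen, and the cause of the changes below was not tested except where stated. Under all settings that adjust p, limma, the ordinary linear model, the fit with a trend and voom gave 0 genes in every comparison, and over 71 named gene results the lowest adjusted p was 0.16. With the replicate number as a block, limma gave 0 genes too, against 21 at an unadjusted p under 0.05 between A and DZ. Without adjustment and with the 2-fold limit, 1 gene was called between A and DZ, 1 between DZ and P, 4 between ADZ and P and 1 between ADZ and DZ, and the ordinary linear model without adjustment or fold limit called 28 between A and DZ. Scores lower in A than in P numbered 8 after recentring on the panel median and 9 where genes needed a mean of 50 or more, which left fewer types to score, and 7 were lower in ADZ than in P after the recentring. PC1 held 26.0% after quantile normalization, 43.4% with values raised to the background, 45.7% with genes not scaled and 60.1% over the 28 genes of the paper. No gene was called, so principal components of called genes could not be computed.

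With values raised to the background, Il25 stood at −0.25 between A and DZ and Klra1 at 0.051 between ADZ and A. These are the differences of the group backgrounds, as every tumour was set to its background. The turned signs therefore say nothing about these genes. Recentring on the panel median turned the sign between A and P for Il1a (0.028), Il1r2 (0.20), Cd8a (0.034), Gzmb (0.031) and Foxp3 (0.037), and quantile normalization for Il1r2 (0.17), Cd8a (0.032) and Gzmb (0.059). The recentring also turned the median A minus P difference of all 770 genes positive, from −0.085 on the deposited scale. The Treg score in ADZ against DZ became −0.013 with wider marker lists. With each tumour left out in turn, the ranges of A minus P were −0.39 to 0.14 for Cd8a, −0.54 to 0.082 for Foxp3, −0.36 to 0.048 for Gzmb, −0.41 to 0.045 for Il1a, −0.16 to 0.097 for Il1r2, −0.14 to 0.31 for Il1rn, −0.55 to 0.020 for Ptprc and −0.40 to 0.0052 for the mean of the 14 scores. Scores lower in A than in P ranged from 6 to 14, and in ADZ from 6 to 14, each lowest without placebo tumour 4. The lymph node list ranged from −0.57 to 0.27 in DZ and from −0.69 to 0.15 in ADZ against P, highest without that tumour. The macrophage score of ADZ against A ranged from −0.39 to 0.11, and the Treg score from −0.031 to 0.42 against DZ and from −0.23 to 0.42 against P.

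With each tumour left out in turn, genes at an unadjusted p under 0.05 numbered from 22 to 66 for A and DZ, 5 to 17 for A and P, 7 to 27 for DZ and P, 5 to 25 for ADZ and P, 4 to 24 for ADZ and DZ and 0 to 9 for ADZ and A. Other results kept their direction (for lists, camera's) and their side of the threshold or stayed within the spread between tumours. Those were 189 values of comparisons, 861 of genes, 198 of lists and 71 of scores among the alternatives, and 241, 843, 195 and 73 with a tumour left out. Of the lists called by camera, 32 values lost the call and kept camera's direction, and 67 did so with a tumour left out, although in 2 of these 67 the mean itself turned, for the lymph node list of A against P to 0.029 without placebo tumour 4 and for the interferon-stimulated genes of ADZ against P to −0.046 without ADZ replicate 1. A quasi-likelihood test on counts had also been named as an alternative and was not run. Between 85 and 182 genes at or below the background per tumour limit what can be read for low genes.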

Differences from the paper's values

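The search over thresholds, the linear model without a fold limit and the simulation with split placebo tumours were chosen after the values were seen. The paper reports 28 genes between A and DZ at a p and FDR under 0.05 and at least a 2-fold difference (Fig. 7b), and at these thresholds limma gave 0. All alternatives set before the data were examined gave 0 as well, except the unadjusted p with the 2-fold limit, which gave 1, so that none comes near the paper's count. Of 24 combinations of values and tests, chosen after seeing the values, an ordinary linear model at an unadjusted p under 0.05 with no fold limit gave 28 genes, all 28 of Fig. 7b with 0 dropped, on the 770 genes and on the 750 endogenous genes. Limma at the same threshold gave 33 genes with 25 of the 28 and dropped 3, and the linear model on recentred values gave 20 genes and dropped 20 of the 28.

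The second principal component of A and DZ held 18.7% of the variance, against the paper's about 12% in Fig. 7a, read by eye. Leaving out A replicate 2, 3, 4 or 5 brought the value within 1.5 times the paper's, and the other alternatives set before the data were examined did not. The 28 genes alone, chosen after seeing the values, gave 9.91% for PC2 and 60.1% for PC1. The CD8+ T cell score in A was −0.095, against the paper's about 0.01 in Fig. 7d, read by eye. The values for genes with a mean of 50 or more, recentred values and quantile normalization did not differ from it, while the pseudocount of 1, the filter at 20, the reference genes, wider marker lists and scaled scores did. The cytotoxic cell score in DZ was 6.08e-04, against the paper's about −0.01 in Fig. 7d, read by eye, which differ in sign but by less than the mean gap of 0.018 over all group means. The sign did not differ under filters at 20 and 50, recentring on the panel median, quantile normalization and scaled scores, and did under the pseudocount of 1, the reference genes and wider marker lists. Over the 56 group means of Fig. 7d, 51 lay within 0.1 of the values here, with r = 0.967 across them. The largest gaps, up to 0.16, were those of neutrophils in P, A and ADZ, dendritic cells in ADZ and CD8+ T cells in A, and except for the last they kept the sign and lay within the SD between tumours.

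Fig. 7a draws A and DZ apart on the first component. Here they overlapped over the whole panel (exact permutation p = 0.381), and they did not overlap over the 28 genes (exact permutation p = 0.00216), which were chosen on these tumours for differing between A and DZ, so that this p is not independent evidence. The paper describes the effects of Anakinra and of Dox+Zol as opposite, and its PCA and clustering compare A with DZ directly and not through P. Here their differences from P correlated positively across genes (r = 0.52) when they shared the placebo tumours and averaged r = −0.28 when they did not. Simulated unchanged groups gave from −0.099 to 0.93 for the former and from −0.67 to 0.70 for the latter, so that neither value parts opposite effects from none. Of the 14 cell type scores, 9 were lower in DZ than in P, and 1 without placebo tumour 4. The smallest exact permutation p without that tumour was 0.0390, for B cells, and 0.545 after adjustment over the 14 types. The paper states that each immune cell type fell with Anakinra. The tally was 14 of 14 lower group means, of which 0 passed the exact permutation test, and 8 of 14 after recentring on the panel median and 6 of 14 without placebo tumour 4. It also states that macrophages and mast cells were lowest and Treg cells highest in ADZ, which holds for the group means of all tumours here, with no difference past the exact permutation test. The macrophage score of ADZ differed from P by −0.0098 without placebo tumour 4 and from A by 0.11 without ADZ replicate 3, and the Treg score of ADZ from P by −0.23 without P replicate 6.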

Other observations

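The tests of the panel-wide level and of the background in A and DZ, and the simulation with split placebo tumours, were chosen only after the result was seen, and the tests of shared placebo tumours and of other splits were not. With Anakinra added to Dox+Zol, the smallest p were those of Ccr1, a chemokine receptor of myeloid cells (ADZ minus DZ −0.54, standard error 0.17), Klra3 (−0.75, standard error 0.27), Itga2b (−0.70, standard error 0.30), Ptgs2, the inducible enzyme of prostaglandin synthesis (−0.97, standard error 0.42), and Il18rap (−0.31, standard error 0.14). None passed adjustment, with 0 genes by limma, 8 at an unadjusted p under 0.05, all lower in ADZ, and 8, 8 and 5 such genes by the ordinary linear model, limma with a trend and voom. Of such genes, 4 of 6 were higher in ADZ after recentring on the panel median, and after quantile normalization 5 of 8. Of all 770 panel genes, 553 were lower in ADZ than in DZ, with a median of −0.11 that the recentring turned positive. With values raised to the background Klra3 differed by −0.20, which is the difference of the group backgrounds. Ccr1, Klra3, Itga2b and, of the vessel list, Tie1, Vegfc and Jam3 are genes of Fig. 7b, chosen on A and DZ tumours. Vessel genes were lower in ADZ than in DZ as a list (15 of 16, mean −0.34, camera adjusted p = 0.0180) and MHC class II genes higher (8 of 10, mean 0.19, camera adjusted p = 0.00983), each with an adjusted p = 0.679 with an estimated correlation, and after recentring on the panel median their means were −0.13 and 0.39. The vessel call ended without DZ replicates 2, 3 or 5 or ADZ replicates 1 or 2 (adjusted p from 0.0693 to 0.776), with a mean of −0.22 without ADZ replicate 1 and −0.22 without ADZ replicate 2, the tumours that stood at −0.69 each where the other ADZ tumours stood from 0.17 to 0.26. The class II call ended without DZ replicates 2 or 6 or ADZ replicate 2 (adjusted p from 0.0605 to 0.221), and its mean ran from 0.046 without DZ replicate 2 to 0.41 without ADZ replicate 3 and moved by over 1.5 times in 9 of 12 fits, all but those without DZ replicates 4 or 6 or ADZ replicate 5, and quantile normalization ended it (mean 0.32, adjusted p = 0.0669). The genes of Supplementary Fig. 5a, which the study chose on the A and DZ tumours, were lower too (23 of 24, mean −0.33, −0.13 after the recentring, camera adjusted p = 7.22e-07, and adjusted p = 0.146 with an estimated correlation, as for the reference genes, called higher at 0.0457 but not without DZ replicates 1, 3 or 6 or ADZ replicates 2, 3 or 4, adjusted p from 0.128 to 0.432, nor with filters at 20 or 50, quantile normalization or a replicate block, adjusted p from 0.0501 to 0.0866). Between ADZ and A, the smallest p were those of Klra1 (−0.65), F12 (0.55), Mpo (0.50), Tdo2 (0.43) and Camp (0.49), with 0 genes by limma, 1 at an unadjusted p under 0.05 and 1 each by the ordinary linear model, limma with a trend and voom. With values raised to the background Klra1, F12 and Camp each became 0.051, the difference of the group backgrounds. They thus lay at or below the background in all A and ADZ tumours, and the lowest value of Mpo among the alternatives was 0.057. Camp and Mpo, both on the granule list, are also genes of Fig. 7b. Of all 770 panel genes, 456 were higher in ADZ than in A. The lists called were the genes of Supplementary Fig. 5a (22 of 24 higher in ADZ, mean 0.23, camera adjusted p = 4.57e-07), neutrophil granules (5 of 6 higher, mean 0.26, 0.0239) and the IL-1 family (13 of 22 lower, mean −0.082, 0.0239), all with an adjusted p = 0.159 with an estimated correlation. The granule call ended without A replicates 2 or 5 or ADZ replicates 3 or 4 (adjusted p from 0.0691 to 0.291) and the IL-1 call without A replicates 3 or 4 or ADZ replicates 1, 5 or 6 (adjusted p from 0.0769 to 0.311), with a mean of −0.13 without A replicate 1. Filters at 20 or 50, a pseudocount of 20 and values raised to the background ended the former (means 0.33, 0.20, 0.13 and 0.085, adjusted p from 0.0878 to 0.828, with 2 and 1 of the 6 genes left by the filters), and recentring on the panel median and quantile normalization the latter (mean −0.12 with each, adjusted p from 0.0918 to 0.1000).

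Between A and DZ, the lists not described above were not called, and their means on the deposited scale were −0.10 for 30 interferon-stimulated genes, −0.24 for 15 MHC class I genes, −0.035 for 10 MHC class II genes, −0.17 for 22 checkpoint genes, −0.21 for 24 complement genes, −0.24 for 17 lymph node genes, −0.16 for 7 epithelial genes, −0.044 for 14 genes of apoptosis and p53 and −0.10 for 4 cell cycle genes. Camera placed the interferon-stimulated, MHC class II, apoptosis and cell cycle lists above the rest of the panel although their means were negative. Except for the lymph node list they turned positive after recentring on the panel median. Placebo tumour 4, set against the mean of the other placebo tumours after this recentring, was lower in NF-kB inflammatory genes (−1.17, SD of the others 0.26), interferon-stimulated genes (−1.04, SD 0.16) and the IL-1 family (−0.78, SD 0.11). The recentring itself moved the reference genes of this tumour by −0.96, and on the deposited scale the differences of these lists were −0.20, −0.076 and 0.18, so that the IL-1 family was higher there.

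Nearly all genes at an unadjusted p under 0.05 between A and DZ were higher in DZ (32 of 33). Background signal multiplied by the factor of each tumour is argued against, since among the 17 such genes above the background in all 11 tumours the share higher in DZ was 1. A panel-wide level difference against the reference genes cannot be told apart from differences of single genes. Recentring on the panel median took the genes higher in DZ from 32 of 33 to 6 of 10 by limma and from 27 of 28 to 7 of 20, a share of 0.35, by the ordinary linear model, but it removes a common shift whatever its source, and the panel median itself was 0.24 higher in DZ with an exact permutation p = 0.16, which leaves both a technical level difference and a change of immune content with treatment open. For genes at or below the background the factors remain a possible explanation. Over all 137 such genes the median of DZ minus A was 0.24, and 108 of them were higher in DZ. The difference of the factors was 0.18 and the SD between these genes 0.31. A median of no difference would also have lain within that SD of the factor difference, so this comparison cannot decide.

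The positive correlation of A minus P with DZ minus P may come from the placebo tumours that both share, since with the placebo tumours split so that none was shared the mean r fell to −0.28. This stays open, as simulated unchanged groups gave from −0.67 to 0.70 with such splits.

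Chance could not be excluded for any count of genes at an unadjusted p under 0.05. Among 100 splits of the tumours into groups of the same sizes, the real one included, a count as large as the 33 genes of A and DZ came from 38 (highest other 173), as the 9 of A and P from 76 (highest 242), as the 12 of DZ and P from 79 (highest 311), as the 11 of ADZ and P from 85 (highest 228), as the 8 of ADZ and DZ from 81 (highest 206), as the 1 of ADZ and A from 100 (highest 151) and as the 2 of the interaction from 100 (highest 181). Splits that call several times the real count point to a structure of the samples other than the treatment groups, such as genes that vary together between tumours, which was not tested.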
